# Male reproductive development: gene expression profiling of maize anther and pollen ontogeny

**DOI:** 10.1186/gb-2008-9-12-r181

**Published:** 2008-12-19

**Authors:** Jiong Ma, David S Skibbe, John Fernandes, Virginia Walbot

## Abstract

**Background:**

During flowering, central anther cells switch from mitosis to meiosis, ultimately forming pollen containing haploid sperm. Four rings of surrounding somatic cells differentiate to support first meiosis and later pollen dispersal. Synchronous development of many anthers per tassel and within each anther facilitates dissection of carefully staged maize anthers for transcriptome profiling.

**Results:**

Global gene expression profiles of 7 stages representing 29 days of anther development are analyzed using a 44 K oligonucleotide array querying approximately 80% of maize protein-coding genes. Mature haploid pollen containing just two cell types expresses 10,000 transcripts. Anthers contain 5 major cell types and express >24,000 transcript types: each anther stage expresses approximately 10,000 constitutive and approximately 10,000 or more transcripts restricted to one or a few stages. The lowest complexity is present during meiosis. Large suites of stage-specific and co-expressed genes are identified through Gene Ontology and clustering analyses as functional classes for pre-meiotic, meiotic, and post-meiotic anther development. MADS box and zinc finger transcription factors with constitutive and stage-limited expression are identified.

**Conclusions:**

We propose that the extensive gene expression of anther cells and pollen represents the key test of maize genome fitness, permitting strong selection against deleterious alleles in diploid anthers and haploid pollen. Because flowering plants show a substantial bias for male-sterile compared to female-sterile mutations, we propose that this fitness test is general. Because both somatic and germinal cells are transcriptionally quiescent during meiosis, we hypothesize that successful completion of meiosis is required to trigger maturation of anther somatic cells.

## Background

Unlike multicellular animals in which germ line differentiation occurs in immature embryos, plants lack such cells destined for meiosis [1]. Growth is organized in meristems, stem cell populations that initiate organs continuously. The shoot apical meristems produce leaves and stems during vegetative growth, and a subset of these meristems switch later in development to produce flowers, a process that depletes the local stem cell population completely. Nearly all the resulting floral cells are somatic. In each maize ovary, for example, just a single cell differentiates to perform meiosis, resulting in a single embryo sac containing one haploid egg. In contrast, groups of cells in anthers differentiate for meiosis to produce large numbers of haploid pollen grains containing the sperm [1]. Although much is known about the specification of floral organs in plants, including the grasses [2], and about meiosis [3], the genes regulating the switch from mitosis to meiosis in specific cells remain largely undefined, as do the genes regulating differentiation of anther somatic cells [4].

In contrast to typical flowers containing both male (stamen) and female (carpel) reproductive organs, maize (*Zea mays *L.) has a separate ear containing carpels on a lateral branch and a terminal tassel with thousands of stamens. Within the tassel flowers (the spikelets) the carpels abort very early, hence maturing flowers contain only stamens organized in paired floral compartments (the upper and lower florets); each floret contains three stamens [2]. The stamen is a compound organ consisting of a thin filament subtending the sac-like anther; in each of the thousands of maize anthers about 500 cells initiate meiosis, ultimately producing 2,000 haploid pollen grains per anther (Figure 1a) [5]. A maize tassel can thus produce approximately 10^7 ^mature pollen grains, which are dispersed after the stamen filaments elongate to push anthers into the air through enclosing flaps of somatic floral tissues. A small opening at the anther tip permits pollen to disperse individually as from a salt shaker. Although stamens in an upper floret are developmentally ahead of the lower floret stamens by one or two days, large cohorts of stamens within upper florets along a tassel branch undergo synchronous maturation. Additionally, within each maize anther, there is near synchrony of cell differentiation [5]. The large numbers of anthers per tassel, the absence of maturing carpels, and the synchrony of anther development over a long time-frame of nearly 30 days [6] make it straightforward to collect sufficient amounts of precisely staged, upper floret anthers for biochemical analysis.

**Figure 1:**
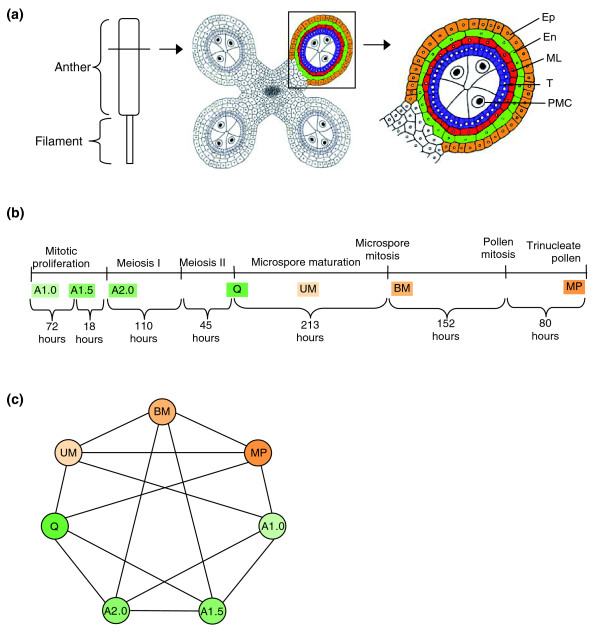
**Anther ontogeny**. **(a) **The male reproductive organ (stamen) is composed of an anther and a filament. In transverse section a mitotic (1.0 mm stage) maize anther has a characteristic four lobed structure. As cell fates are established four concentric rings of somatic cells surround presumptive meiotic cells by the 1.5 mm stage. Ep, epidermis; En, endodermis; ML, middle layer; T, tapetum; PMC, pollen mother cell. **(b) **A timeline of anther development. The top line provides developmental landmarks. Anthers were collected at the stages indicated in the second line: A1.0, mitotic anther; A1.5, anther at the cessation of mitotic proliferation with the central cells about to enter meiosis or at the beginning of prophase I; A2.0, central cells at pachytene of prophase I; Q, quartet stage of microspores, immediately post-meiotic; UM, uninucleate haploid microspore; BM, binucleate microspore; MP, mature pollen. The temporal separation between the developmental stages is indicated (in hours) below the line [6]. **(c) **Global gene expression analysis of maize anthers and pollen. Array hybridization design scheme. Four independent biological replicates with balanced dye labeling (two Cy-3 and two Cy-5) were hybridized for each stage. Each line connecting two samples represents one array hybridized with these samples. For tissue stage information see (b). The progressively darker green samples represent early anther development; the quartet stage marks the end of meiosis; the two anther maturation stages and mature pollen are in progressively darker orange.

In two initial studies we used microarray hybridization to chart expression of about one-quarter of the approximately 50,000 protein coding genes of maize and found antisense transcripts for a subset of these genes. Anthers from five stages were surveyed: intact spikelets with very immature stamens (anthers <0.5 mm), 1.0 mm anthers dissected from upper florets at the rapid mitotic proliferation stage (A1.0), 1.5 mm anthers in which all cell layers are present and mitosis ceases (A1.5), 2.0 mm anthers in the leptotene-zygotene transition of meiotic prophase I (A2.0), and mature pollen [7,8]. Comparing transcriptome profiles from normal, fertile anthers to three mutants defective in cell fate acquisition or maintenance at the A1.0 and A1.5 stages yielded lists of stage-specific genes implicated as required for early steps of differentiation and likely to be characteristic of specific cell types during the first phase of anther development [8]. An unexpected observation was that transcript diversity decreased in A2.0 anthers when the central cells have just started meiosis; as more than 95% of anther cells are somatic, this result indicates that all cell types, not just the meiotic cells, are expressing fewer genes and almost no new genes compared to the previous stage. By profiling in several backgrounds it was also striking that the number of line-specific transcripts decreases progressively during anther maturation and is virtually zero in pollen [7]. Inter-species conservation of floral differentiation was evident in that many transcript types unique to anthers in maize were also expressed in rice or *Arabidopsis *flowers [8].

With the maize genome sequence now nearly complete [9], a more comprehensive microarray platform querying about 80% of the expected maize gene number was designed to more fully define the genes involved in key steps of anther and pollen ontogeny. We also wished to address the following questions: is the decrease in transcript diversity at the entry into meiosis maintained for the six day duration of this process? Are discrete transcription factors expressed during pre- and post-meiotic anther development? Given that the cell walls of several cell types are extensively remodeled during anther development, can we identify cell wall-associated processes expressed in patterns reflecting these anatomical changes?

## Results

### Design of the new 44 K maize oligonucleotide array

Transcriptome profiling of pre-meiotic anthers was previously conducted on two versions of Agilent 22 K 60-mer *in situ *synthesized arrays designed from the December 2003 maize expressed sequence tag (EST) assembly of MaizeGDB [10], containing both sense and antisense probes for selected genes. Since then, more than 500,000 long read EST sequences have become available, mainly from paired end reads of full-length cDNAs [11], increasing confidence in gene designations from contig assemblies. For this study an updated set of 60-mer probes was designed for the Agilent 44 K array format. It included validated probes from the first two maize arrays [7,8] and from anther-expressed genes detected using a spotted 70-mer array format containing probes to about 35 K maize genes [7,12]. Additional gene probes were based on release 16.0 of the TIGR Maize Gene Index [13] and cDNA or EST sequences from GenBank not yet in this assembly. The 60-mer probe sets were designed using Picky 2.0 [14]. 

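All probes on the array were 60 bases long. Their descriptions gave 39174 distinct target names, 40811 targets when name and strand were combined, and 42017 distinct probe sequences. The plus strand of the target was given for 37295 probes and the minus strand for 4739.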

There are 42,034 gene features representing approximately 39,000 unique sense transcript types, or about 80% of the expected gene number of maize [9], including a subset of genes with multiple probes. Approximately 500 antisense probes are also present; each gave above background signals with anther samples on the previous two versions of Agilent maize arrays [7,9]. The new array platform contains internal quantitative 'spike in' controls (see Materials and methods) that improve the accuracy of interpreting hybridization results and permit calculation of mRNA abundance.

### Transcriptome diversity during anther development and in mature pollen

As shown in Figure 1a, a maize anther consists primarily of four lobes, each with five cell types, and a small central domain containing vascular tissue and parenchyma cells. Lobes initiate with just two layers: the epidermis and an internal cell. From the onset, the epidermal cells divide anticlinally to maintain a single cell layer whereas mitotic proliferation of the internal cell occurs both anticlinally and periclinally to establish a large population. At the A1.0 stage, the discrete rings of cells characteristic of the mature anther (Figure 1a, right panel) are not yet present; however, by the A1.5 stage three days later (Figure 1b), the cell types are established and mitosis ceases. After the centrally located sporogenous cells commit to meiosis, each microsporocyte then undergoes the two divisions of meiosis to produce the quartet of resulting microspores (Q stage) over the course of about 7 days. During meiosis the anther grows slightly from 2 to 2.5 mm. Growth is accompanied by major remodeling of the original cell wall of each microspore to separate the four meiotic products, by the gradual thinning of the tapetal cell wall facing the developing microspores, and the elongation and thinning of the epidermal, endothecial, and middle layer cell walls to accommodate the increased girth of the anther in the absence of cell division. After meiosis, the uninucleate microspore (UM) stage is 9 days long; gene expression from the haploid genome could initiate during this stage and the anther grows to 4 mm through continued expansion of the pre-existing somatic anther cells. At the 5 mm anther stage, a mitotic division produces the binucleate spore (BM) containing a vegetative and a generative cell, followed six days later by mitotic division of the generative cell to produce the two sperm found in mature maize pollen (MP).

Anthers at the six developmental stages were dissected by hand, using their length as a guide. Cytological staining was performed to confirm meiotic staging for the A2.0 and quartet stages to ensure accurate pooling of samples, because there is so little anther elongation during meiosis. Pure mature pollen was collected from exerted anthers shedding pollen. The array hybridization strategies (Figure 1c) were designed as proposed by Kerr and Churchill [15]. Four independent biological replicates were used for each stage, with balanced dye labeling, on a total of 14 arrays. Such a design has been shown to minimize systematic variances associated with microarrays [15].

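Each array was hybridized with RNA from a pair of stages, one labeled with Cy3 and the other with Cy5, so that 14 arrays gave 28 samples. In each of the 7 stages, 2 samples carried Cy3 and the other 2 carried Cy5. An array held 44290 spots, with 30 spots for each of the spike-in controls E1A_r60_a97 and E1A_r60_n11. The authors deposited the spot intensities of each array as given by Feature Extraction, version 9.5.1.1 in the files, after background subtraction, removal of spatial trends and lowess normalization between the dyes. The same array was deposited under both of its samples, and the spot values of the copies were identical on all 14 arrays. For each sample, the processed signal of its dye was divided by the median of the spike-in spots of that dye on the array, and the log2 of this ratio is the relative expression value used throughout. Spots that Feature Extraction marked as outliers were left out and saturated spots were kept. Stage means were taken over 4 samples after Grubbs' test (alpha 0.05) removed outlying values, while levels given with an SD are means of all 4 samples without this test. The number of probes well above background per sample ranged from 21242 to 23751 (median 22489.5) at A1.0, 21760 to 24065 (median 22560.5) at A1.5, 21524 to 23898 (median 22809) at A2.0 and 18937 to 21350 (median 20683.5) at Q. It ranged from 17781 to 24187 (median 22882) at UM, 19324 to 24516 (median 20135.5) at BM and 10158 to 12967 (median 11869.5) in mature pollen. Between samples of the same stage, the correlation across probes was 0.852 to 0.942 at UM, 0.962 to 0.980 at A1.5, and 0.853 to 0.985 at BM, where the 3 pairs with the fourth sample lay at or below 0.864; probes are not independent replicates. The precision of every value is limited by the 4 samples per stage. The paper's methods state that samples were not compared by an analysis of differential expression. Such changes between adjacent stages were fitted here with limma, with the dye as a covariate and the array entered through the correlation between the channels of a spot (0.233). A probe was called changed at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 1 on the log2 scale, out of the probes present in at least 1 stage. The spike-in scale keeps differences in total signal between stages, which setting the median of each channel to 0 removes, and the number of calls depends on this choice. Calls are therefore given on both scales. The arrays were scanned on 3 days, with all 4 A2.0 samples on the same day, as were 3 of the 4 samples of A1.5, of UM and of BM.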

Altogether, more than 24,400 sense transcripts were found to be expressed in at least one of the six anther developmental stages plus mature pollen. 

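Present calls were made for each of the 42034 probes, with at least 3 of 4 signals well above background required in a stage. They gave 25080 probes present in at least 1 of the 7 stages. With 1 count per target name and strand, the number was 24444. Of the alternative rules tried, replacing the well-above-background flag by the flag for positive and significant signals moved this number most, to 31722, while requiring 4 of 4 signals gave 23220. When 1 replicate was left out and 2 of the remaining 3 signals were required, between 25961 and 26573 probes were present.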

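The probes present in at least 1 stage made up 59.7% of all probes for maize transcripts.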

As this is about 60% of the array elements (corresponding to half of the mRNA-encoding genes of maize), it is clear that male reproductive development is a highly complex process. 

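At A1.0, 21365 probes were present, with 21920 at A1.5, 21824 at A2.0 and 19449 at Q. The step from A2.0 to Q was -2375 probes, or -10.9%. Per sample, 22493 ± 1086 (SD, n = 4) probes were well above background at A1.0, 22736.5 ± 965.1 at A1.5, 22760 ± 1232 at A2.0 and 20413.5 ± 1039 at Q. All 4 Q samples lay below all 4 A2.0 samples (exact two-sided permutation test, p = 0.0286, the smallest that 4 against 4 samples allow; 0.0857 after Benjamini-Hochberg adjustment over the 6 comparisons of adjacent stages). The differences among the first 3 stages were smaller than the spread between samples (exact permutation test, p = 0.714 from A1.0 to A1.5 and p = 1.0 from A1.5 to A2.0).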

The three early stages A1.0 through A2.0 (entry into meiosis) each express more than 20,000 transcript types (Figure 2a), followed by a dip of about 10% in transcript diversity by the end of meiosis (stage Q). 

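After Q, 21150 probes were present at UM, 19725 at BM and 10725 in mature pollen. Per sample, 21933 ± 2863 (SD, n = 4) probes were well above background at UM, 21027.8 ± 2416 at BM and 11716 ± 1161 in pollen. The spread between samples was larger than the differences from Q to UM and from UM to BM (exact two-sided permutation test, p = 0.371 and p = 0.629). Every pollen sample lay below every BM sample, with a difference in means of -9311.75 (exact permutation test, p = 0.0286, adjusted 0.0857).

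**Figure D1:**
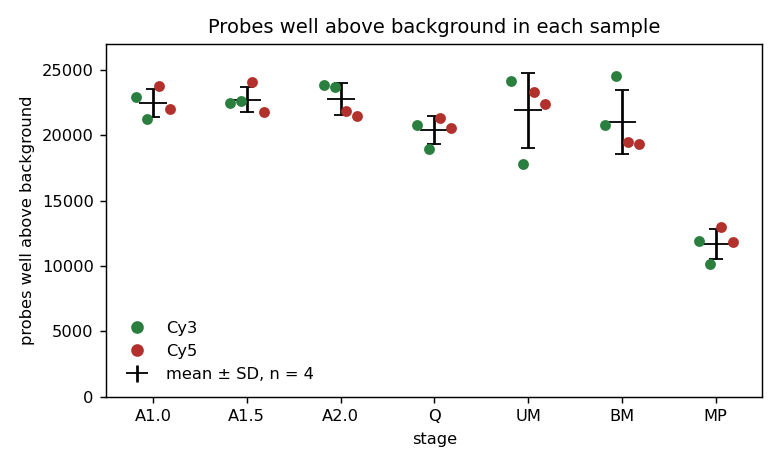
Number of probes well above background in each sample, by stage, with Cy3 samples in green and Cy5 samples in red. The cross gives the mean and the bar the SD of 4 samples. The 4 pollen samples lie between 10158 and 12967, below all anther samples.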

Post-meiotic anthers again express about 20,000 transcripts at each stage, and mature pollen expresses about half that number.

**Figure 2:**
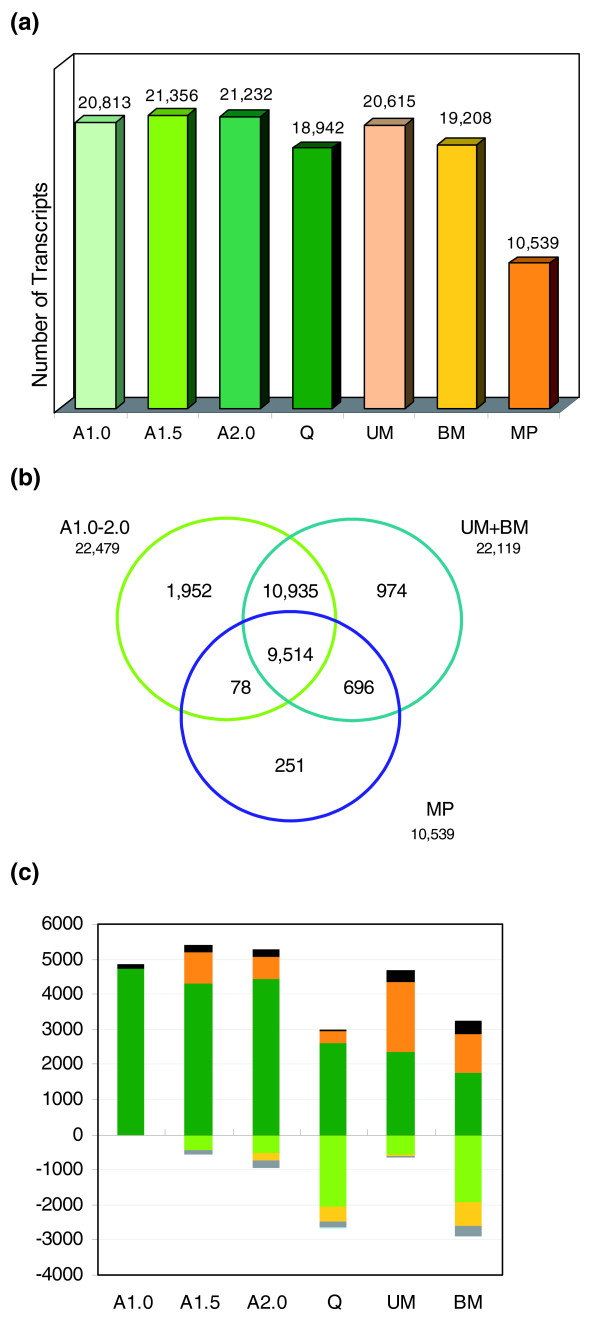
**Transcriptome constitution during development**. **(a) **Transcriptome size of the seven tissue samples. **(b) **Venn diagram showing the overlaps between anther stages (combined according to similarities in development) and pollen. The number below each stage designation is the total transcripts detected in that stage(s). **(c) **Analysis of the progression of transcriptome changes during anther development. The approximately 15,950 transcripts shared by all 6 stages are not shown. Numbers above the x-axis represent transcripts present in the indicated stage that are: stage specific (black); not present in the prior stage but shared with another stage (orange); or shared with the prior stage but missing in at least one other stage (green). Numbers below the x-axis represent transcripts present in the prior stage (from the category with a darker shade of the same color) that are not detected in the current stage. For tissue stage information see Figure 1a. Table S1 in Additional data file 1 reports the number of transcripts in each component of the histogram.

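With A1.0, A1.5 and A2.0 combined as early stages and UM and BM as late stages, 23075 probes were present early and 22710 late. Of these, 1994 were present early and neither late nor in pollen, and 989 late and neither early nor in pollen. Requiring 4 of 4 signals moved the early number most, to 3177. The late number ran from 785 with this rule to 1429 without the third replicate of each stage.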

Despite the distinctive features of early growth (stages A1.0-A2.0) compared to the UM and BM anther maturation stages that start one week later, there are only approximately 2,000 early and approximately 1,000 late group-specific transcripts (Figure 2b). These discrete phases of anther ontogeny share more than 20,000 transcript types, most of which are constitutively expressed in all anther stages, including Q, the end of meiosis. 

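The early and late stages shared 21002 present probes. All 6 anther stages, Q included, had 16370 present probes in common, which is 77.9% of the shared set.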

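Of the probes present both early and late, 11336 were not present in pollen. From BM to pollen, 9497 probes were lost, and 4867 of them (51.3%) had 4 signals well above background at BM and none in pollen. On the spike-in scale, limma called 96.0% of the lost probes lower in pollen than at BM. The share was 63.1% with the median of each channel set to 0 and 8.22% after normexp background correction. After normexp correction 72.4% were lower by any amount and 8.31% by at least 1, so that the size limit set the share of 8.22%.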

The pollen transcriptome is missing more than 10,000 transcript types expressed in early and maturing anthers. Because pollen represents the gametophytic generation in the alternation between haploid and diploid phases of the maize life cycle, we predicted that pollen might express a distinctive suite of genes, such as different members of multigene families for core cellular functions. Strikingly, mature pollen shares more than 90% of its 10,539 transcripts with all the preceding anther stages. This common set of more than 9,500 transcripts represents primarily housekeeping genes, and this evidence indicates that the same genes perform these functions in the somatic, reproductive, and haploid tissues. 

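Of the probes present in pollen, 9666 (90.1%) were also present in both the early and the late anther stages. Counted against single stages, 10467 (97.6%) were present in at least 1 anther stage and 8532 (79.6%) in all 6. With the flag for positive and significant signals, the number shared with early and late stages was 17200.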

Only 251 genes (2.4%) of the pollen transcriptome are exclusive to that stage. 

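Here 261 pollen probes, or 2.43%, were present in neither the early nor the late stages. With 2 of the remaining 3 signals required, the number was 165 when the third replicate of each stage was left out and 289 without the second. It thus depended on which replicate was left out. The looser rule by itself also moved it, since 2 of 4 signals gave 194.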

Additional gametophyte-specific genes have likely already been transcribed during pollen maturation in the post-meiotic UM and BM stages; 696 transcripts (6.6% of the pollen transcriptome size) are shared between the pollen and the UM+BM stages but are not expressed earlier in anther development, and a subset of these are likely to be haploid cell-specific. 

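The probes present in pollen and in the late stages but not early numbered 719, which is 6.70% of the pollen probes. Leaving out 1 replicate gave 617 to 734 such probes.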

Summing the pollen-specific and these shared transcripts still yields fewer than 1,000 possible pollen-specific transcripts.

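The sum of both sets was 980 probes, 9.14% of the probes present in pollen.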

The anther transcriptomes were also analyzed as a time progression (Figure 2c) focusing on the transcripts not expressed at every stage, that is, the 15,950 transcripts shared across all anther stages are not included. The transcript content of the first (A1.0) stage was set as the reference point. 

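At A1.0, 123 probes were present at none of the other 6 stages, pollen included, and 4872 were shared with at least 1 of them but not present in all anther stages. With 1 replicate of each stage left out and 2 of the remaining 3 signals required, the stage-specific number ran from 149 without the third to 255 without the second. It thus depended on which replicate was left out. The looser rule by itself also raised it, since 2 of 4 signals gave 199.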

At this stage of rapid mitotic proliferation, there are approximately 120 stage-specific transcripts (black bar on the histogram) and thousands of other transcripts are expressed during at least one other stage (dark green bar, typically the next stage, A1.5; see Table S1 in Additional data file 1 for the gene list for each category). 

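Present at A1.5 alone among the 7 stages were 220 probes, and 202 at A2.0 alone. Leaving out 1 replicate of each stage gave 137 to 300 at A1.5 alone and 134 to 361 at A2.0 alone. Between A1.0 and A1.5, 571 probes were lost and 906 were new at A1.5 and shared with another stage. Between A1.5 and A2.0, 962 were lost and 664 were new and shared. From A1.0 to A1.5, limma called 0 probes changed, with 210 of the 25080 tested (0.837%) at an unadjusted p under 0.05. The number called was also 0 with the median of each channel set to 0 (369 probes at an unadjusted p under 0.05) and after normexp background correction with normalization between arrays (352 probes). With no change at all, a share of 0.05 of the tested probes would lie under that limit. Each of these numbers was below it, so the test was conservative for this pair. The fit took its spread from all 7 stages, and 0 calls do not show that A1.0 and A1.5 were equal. From A1.5 to A2.0, limma called 104 probes higher and 140 lower, and 150 higher and 240 lower with the median of each channel set to 0. The calls rested in part on single samples, with 33 rises without the second A2.0 sample and 75 falls without the third A1.5 sample. The largest fall among called probes with all signals well above background was that of zm_10105 (TC314183), described as similar to a polygalacturonase inhibitor. It fell by 4.84 (standard error 0.93, adjusted p = 0.0051 from limma), from 6.06 ± 1.05 (SD, n = 4) to 1.20 ± 1.13, and was not called without the third A1.5 sample (log2 change -4.29). The largest rise was that of zm_1594 (TC283860), described as weakly similar to a pollen preferential protein of lily, from 1.62 ± 0.70 (SD, n = 4) to 5.49 ± 0.85 (log2 change 3.73, standard error 0.89, adjusted p = 0.034 from limma). Its change stayed between 3.43 and 4.09 with each sample left out in turn, but it was called in only 2 of these 8 fits.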

For both the A1.5 (cessation of cell division) and the A2.0 (start of meiosis) stages there are approximately 200 stage-specific transcripts, the loss of hundreds of transcripts present at the preceding stage (lighter shaded boxes below the x-axis), and expression of approximately 700-900 transcripts shared with subsequent stages (dark orange bars). This analysis supports the anatomical observation and previous transcriptome report that these three stages of early anther development are distinctive [5]. Furthermore, it is clear that the reduction in transcript diversity at the end of meiosis (Q stage) observed in Figure 2a reflects primarily the loss of approximately 2,700 transcripts present at the entry into meiosis (stage A2.0) with few new transcript types present. 

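Between A2.0 and Q, 2764 probes were lost. On the spike-in scale, limma called 3047 probes lower at Q, 95.8% of all calls in this comparison, and the median change over all tested probes was -0.55. After the median of each channel was set to 0, 504 probes were called lower, all of them among the 3047, and they made up 64.2% of the calls. After normexp background correction, 156 probes were called lower and 134 higher, so that falls made up 53.8% of the calls. Without the size limit, 1411 probes had an adjusted p under 0.05 from limma after this correction. The number of falls depended on the fourth Q sample, without which 1040 were called on the spike-in scale. With the scan day as a block, 1441 were called. Among called probes with every signal well above background, the largest falls were those of zm_21158 (TC302619), with a log2 change of -4.01 (standard error 0.77, adjusted p = 0.0014), and zm_5748 (TC299638), a homolog of exhydrolase II, with -3.99 (standard error 0.96, adjusted p = 0.0077).

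**Figure D2:**
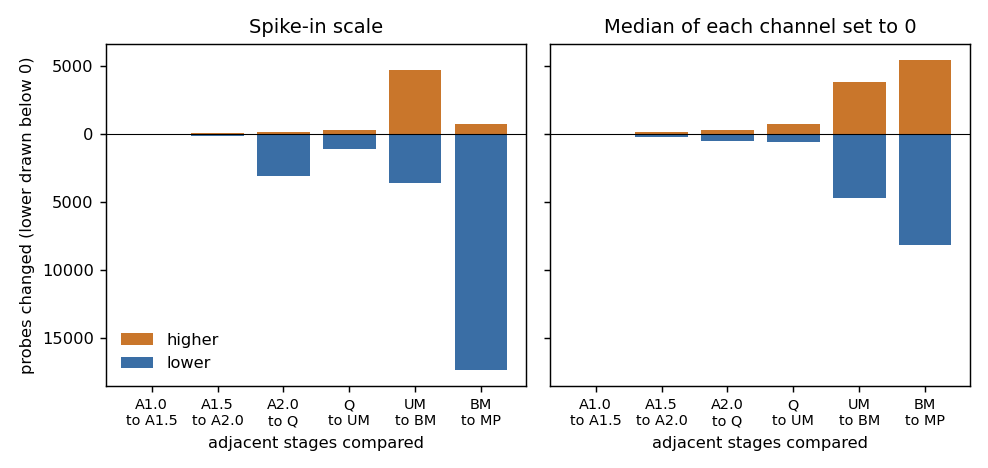
Number of probes called higher (orange, above 0) and lower (blue, below 0) in each comparison of adjacent stages, on the spike-in scale and with the median of each channel set to 0. From A2.0 to Q, falls outnumber rises on both scales, with 3047 falls on the first and 504 on the second.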

Only 34 stage-specific (black bar) and approximately 300 new types of transcripts are shared with subsequent stages (dark orange bar) at the Q stage.

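At Q, 36 probes were present that appeared in no other stage. A further 353 were absent at A2.0 and shared with another stage, and this number was 303 without the third replicate of each stage and 546 without the first.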

One possibility to consider is that transcripts missing in a stage were slightly above the cutoff to be called present in the previous stage and are now scored as absent due to a small variance in the intensities. To examine this idea, the range of abundances of the transcripts scored as not present compared to the preceding stage was plotted (Additional data file 2). 

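For each pair of adjacent anther stages, the lost probes were compared with the median relative expression value of all probes present in the earlier stage. At or above this median were 0 of 571 probes from A1.0 to A1.5, 20 of 962 (2.08%) from A1.5 to A2.0 and 26 of 2764 (0.941%) from A2.0 to Q. The later comparisons gave 13 of 644 (2.02%) from Q to UM and 203 of 2985 (6.80%) from UM to BM. The values of Table S1, whose copy held the first 1920 of its 24177 rows, lay a median of 2.34 above the scale used here. On that scale, which was chosen after the data were seen, a value of at least 0 was held by 29.1%, 39.4%, 57.5%, 54.4% and 39.8% of the lost probes in the same order.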

In three of the five stage comparisons, approximately 75% of the transcripts are at or above the median for the relative expression value. It is clear from this analysis that transcripts of all abundance classes are down-regulated as anthers progress from one stage to the next. Thus, the absence of specific transcript types is as valid a stage marker as the appearance of new transcript types during anther development.

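Most lost probes kept some signal: 96.3% of those lost at A1.5 still had 1 or 2 signals well above background, as had 91.7% at A2.0, 77.0% at Q, 93.2% at UM and 75.5% at BM. On the spike-in scale, limma called 0% of the probes lost at A1.5 lower, 5.925% at A2.0, 28.4% at Q, 33.9% at UM and 40.9% at BM. Setting the median of each channel to 0 gave 0%, 10.3%, 8.76%, 26.1% and 51.4%. After normexp correction they lay between 0% and 6.20% over the same comparisons. These low shares were set by the size limit, since after it only 0% to 6.37% of the lost probes fell by at least 1.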

In many organisms transcription is repressed in meiotic cells. The anther samples, however, consist mainly of somatic cells with a minority (<5%) of meiotic cells. Therefore, during the 7 days from entry into meiosis to the quartet stage, not only meiotic cells but also somatic anther cells exhibit a low level of activation of new gene transcription. In contrast, at the onset of anther maturation, represented by the uninucleate (UM) pollen stage, there is *de novo *expression of approximately 300 stage-specific genes and expression of approximately 2,000 genes shared with other stages, except the preceding quartet stage. 

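Between A2.0 and Q, limma called 133 probes higher on the spike-in scale and 281 with the median of each channel set to 0. These numbers were no lower than in the earlier steps, with 104 and 150 from A1.5 to A2.0 and 0 from A1.0 to A1.5. They were lower than in the later steps between anther stages, with 322 and 765 from Q to UM and 4699 and 3847 from UM to BM. The 133 became 47 when the first A2.0 sample was left out. The largest rise among the called probes with every signal well above background was that of zm_8017 (TC307051), weakly similar to a GDSL-motif lipase, from -0.75 ± 1.27 (SD, n = 4) to 3.51 ± 2.95 (log2 change 4.12, standard error 0.80, adjusted p = 0.0016 from limma). It was followed by zm_24901 (TC313461), similar to a transferase family protein, with a log2 change of 3.76 (standard error 1.20, adjusted p = 0.033). With each sample left out in turn its change was 2.48 to 5.20, with a call in 3 of 8 fits.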

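The UM stage had 323 probes present in no other stage, pollen included, and 2022 that were absent at Q and shared with another stage. Leaving out 1 replicate of each stage moved the first number to between 207 and 607, and the second to between 1755 and 2413. From Q to UM, limma called 322 probes higher and 1093 lower on the spike-in scale, with a median change of -0.28 over all tested probes. Rises outnumbered falls, at 765 against 598, with the median of each channel set to 0. Single samples decided much of this comparison: without the first UM sample 33 rises and 84 falls were called, without the third 920 rises, and without the fourth 3440 falls. With the scan day as a block there were 137 rises and 421 falls. When the Q and UM samples were split into 4 and 4 in other ways, limma called up to 4698 probes, against 1393 for the real split. The numbers were 1411 and 1338 with the median of each channel set to 0. Chance therefore cannot be excluded for this comparison. The largest rise among called probes with every signal well above background was in zm_12630 (TC297352), at 1.56 ± 0.38 (SD, n = 4) at Q and 6.55 ± 3.18 at UM (log2 change 4.92, standard error 0.90, adjusted p = 0.0049 from limma). The largest fall was in zm_5859 (TC299943), similar to the wheat protein Emr1, with a log2 change of -3.21 (standard error 0.65, adjusted p = 0.0077), not called without the first UM sample or without the second (-2.22).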

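Of the probes present at both Q and UM, 1992 were not present at BM, or 1928 with 1 count per target name and strand. The number was 1273 without the third replicate of each stage and 2780 without the second.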

Interestingly, about 600 of the carryover transcripts found in both the Q and UM stages disappear at the subsequent binucleate (BM) stage, which represents the final phase of anther and pollen maturation. 

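From UM to BM, 2985 probes were lost, while 407 appeared at BM alone among the 7 stages and 1153 were new and shared with another stage. Leaving out 1 replicate of each stage gave 2220 to 4391 lost, 247 to 654 at BM alone and 611 to 1648 new. The net change in present probes was -1425 (-6.74%). This change was smaller than the spread of the UM samples in their number of probes well above background. On the spike-in scale, limma called 4699 probes higher and 3569 lower, and with the median of each channel set to 0 it called 3847 higher and 4731 lower. The largest rise among called probes with every signal well above background was that of zm_13968 (TC281209), weakly similar to an Arabidopsis expressed protein, from -2.89 ± 1.44 (SD, n = 4) to 6.85 ± 1.65 (log2 change 9.74, standard error 0.67, adjusted p = 1.2e-11 from limma). The largest fall was that of zm_15260 (TC284616), with a log2 change of -6.45 (standard error 0.68, adjusted p = 2.3e-08). With each sample of UM and BM left out in turn, these changes stayed within 8.97 to 10.29 and within -6.83 to -5.97.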

At the BM stage, most of the anther volume is occupied by maturing pollen, and the transcriptome of the entire anther shows a reduction of approximately 1,400 transcripts compared to the previous stage. Collectively, these dynamic patterns of gene expression reinforce the conclusion that male reproductive development is complex in maize. The low level of new gene transcription for the one week of meiosis in the central cells indicates that the anther is an integrated system, in which activation of the anther maturation program in the somatic cell layers is contingent on the successful completion of meiosis by the central cells.

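More probes were new and shared at UM than at Q under each presence rule tried. The difference was smallest when 4 of 4 signals were required, with 1026 at UM against 600 at Q. With 2 of 4 signals it was 2276 against 366. Of the 2345 probes present at UM and not at Q, 1699 (72.5%) had been present at an early stage. Among them, 1386 were present at A2.0 and dropped out at Q. Most probes counted as new at UM were therefore present again rather than first present there.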

### Cluster analysis to identify co-regulated genes and Gene Ontology annotation to categorize gene types

Using the Hartigan and Wong [16] algorithm, which relies on least means squared evaluation, k-means clustering with k = 60 was performed on the gene expression profile over the entire span of anther development to identify cohorts with similar expression patterns. Missing or non-detected values were replaced with -3.0 (almost all relative expression values are larger than -2.0). Different cluster sizes were tried and highly similar results were obtained. First, the constitutively expressed genes were analyzed, as shown in Figure 3. In Figure 3a, the 2,718 genes with similar qualitative expression at all anther stages are diagrammed; because transcriptome complexity decreases by half in pollen, this stage was omitted for clustering but is displayed to provide a complete picture. 

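The 24822 probes present in at least 1 anther stage were clustered by k-means with 60 clusters and 150 iterations on stage means minus A1.0, with a value of -3 where a probe was not present. In 2 clusters the centre stayed within 0.5 of A1.0 at every later anther stage, and these held 2719 probes. Of them, 1519 were present in all 6 anther stages, since a value of -3 lies near the low end of the present values on this scale. With 40 clusters 2252 probes were called and with 80 clusters 2848. Another random seed gave 2781, of which 1545 were shared. The tolerance moved the number most, with 9619 probes when the centre could lie within 1.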

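Within these 2 clusters, 2296 probes had a value at A1.0 below 1, 422 from 1 to 8 and 1 above 8. After the values were raised by 2.34 to the scale of Table S1, a step chosen after the data were seen, a single cluster of 1192 probes was called, with 367 below 1, 821 from 1 to 8 and 4 above 8. This cluster shared 837 probes with the set on the spike-in scale.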

Next, this cluster was subdivided into quantitative classes, as shown in Figure 3b (expression less than twice the median) through Figure 3d (expression more than 256-fold above the median). Exemplar genes drawn from these classes will serve as useful controls for quantitative PCR experiments with maize anthers [17] and for detecting deviation from normal development in male-sterile mutants of maize (see Table S2 in Additional data file 1).

**Figure 3:**
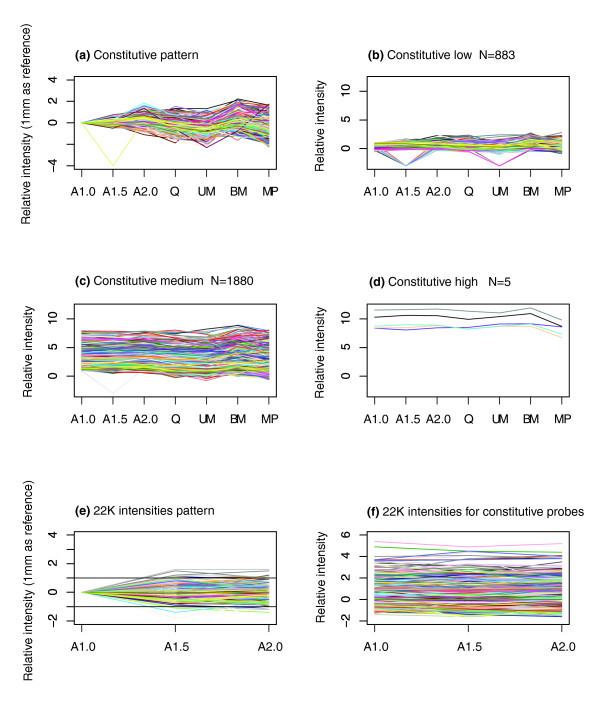
**Constitutively expressed transcripts based on k-means clustering**. **(a) **Relative intensities adjusted by subtracting the value for the A1.0 stage. Constitutive transcripts grouped by the relative intensity values at the A1.0 stage: **(b) **below 1; **(c) **between 1 and 8; **(d) **over 8. Relative expression from a previous anther study on a 22 K Agilent array for probes expressed constitutively in this study is shown **(e) **relative to the A1.0 stage and **(f) **not adjusted for the A1.0 stage.

As a validation test of the constitutive expression clustering, results for a set of 724 probes from a prior analysis of maize 1.0 mm, 1.5 mm, and 2.0 mm anthers on a custom Agilent 22 K microarray with sense probes to about 13,000 unique genes [8] are charted in Figure 3e. The 724 probes represent the blast hits (e-value ≤ 1e-10) of the probe sequences from the prior study against the EST sequences used for probe design of the constitutive genes determined in the current study. Data in Figure 3e are relative to the 1.0 mm stage (as was done in Figure 3a) while Figure 3f shows the actual relative expression values. Although these anthers were from a different maize background, the probes show the expected constitutive expression pattern over all three anther stages examined in the previous study.

To address our questions about the regulation of the early and later stages of anther development, we examined the full set of clusters for specific pattern types. The Venn analysis (Figure 2b) indicates that nearly 2,000 genes are expressed only in the first three stages through entry into meiosis and about 1,000 at the UM and BM post-meiotic maturation stages. To provide more detail, genes expressed only in the first two (Figure 4a) or all three early stages (Figure 4b) and genes strictly expressed post-meiotically starting at the quartet stage (Figure 4c) or during microspore maturation only (Figure 4d) were analyzed. 

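By present calls, 643 probes followed the pattern of Figure 4a, 937 that of Figure 4b, 100 that of Figure 4c and 301 that of Figure 4d. When a mean of at least 0 on the spike-in scale was required for a probe to be on, these numbers were 1126, 1995, 45 and 121. At BM alone among the anther stages (Figure 4e), 885 probes were present, with 577 when the second replicate of each stage was left out and 1174 without the third.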

Two additional patterns, peak expression at the BM stage (Figure 4e) and an expression valley at meiosis (Figure 4f) were also studied.

**Figure 4:**
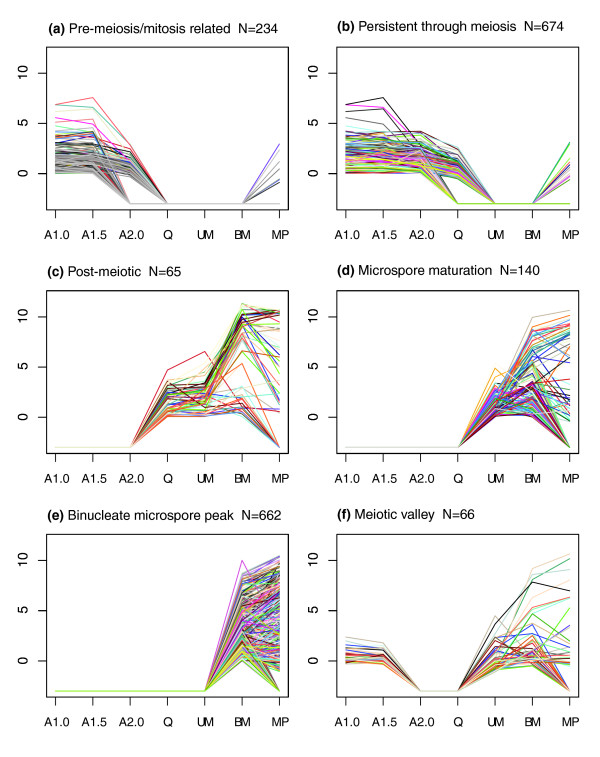
**Transcripts switched on or off between meiotic and post-meiotic stages**. **(a) **Mitosis-related: transcripts on in the A1.0 and A1.5 stages but decreasing or off in the A2.0 stage and off in the remaining stages. **(b) **Persistent through meiosis: transcripts on from the A1.0 to A2.0 stages then decreasing or off in the quartet stage and off in the remaining stages. **(c) **Post-meiotic: transcripts off from the A1.0 to A2.0 stages then on for the next three stages. **(d) **Microspore maturation: transcripts off from the A1.0 to the quartet stage then on for the two microspore stages. **(e) **Binucleate microspore peak: transcripts only on in the BM stage (ignoring pollen). **(f) **Meiotic valley: transcripts on in all stages except the A2.0 anther and quartet stages.

For the pre-meiosis/meiosis-related (Figure 4a) and persistent through meiosis (Figure 4b) groups, approximately 40% of the Gene Ontology (GO) terms were associated with nucleic acid binding, protein binding and ion binding (Figure 4a) or nucleotide binding (Figure 4b and Table 1). These two groups contained several probes with similarity to genes with known roles in early anther development, including EXS, Ku70, and male meiotic chromosome organizing protein (MMD1). 

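The descriptions name EXS or extra sporogenous cells for 12 probes, of which 2 followed the pattern of Figure 4a, and 1 of these also followed that of Figure 4b. Of 4 probes described as Ku70-like, 1 followed the pattern of Figure 4a. Of 3 probes described as MMD1, 1 followed the patterns of both figures, and the other 2 neither.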

In the post-meiotic group (Figure 4c), the most abundant GO terms shift to the hydrolase activity, ion binding and oxidoreductase activity categories. This broad expression period contains genes with roles in cell wall degradation (for example, beta-glucanase) and one member of the phenylpropanoid pathway, flavonoid 3',5'-hydroxylase. 

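Among 54 probes with beta-glucanase in their description, 1 was on from Q to BM and off before. The same pattern was found for 1 of 6 probes described as flavonoid hydroxylases, and neither of the 2 probes described as flavonoid 3'-hydroxylase.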

The microspore maturation group (Figure 4d) contains 92 GO categories, with hydrolase activity, ion binding and oxidoreductase activity comprising 40.2% of the GO terms. This group contains more genes with similarity to genes involved in phenylpropanoid metabolism, including flavanone 3-beta-hydroxylase, flavonoid 3-hydroxylase, cinnamyl alcohol dehydrogenase and several different cytochrome P450 proteins. 

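On at UM and BM and off before were 1 of 5 probes described as flavanone 3-hydroxylase, 1 of 6 flavonoid hydroxylase probes, 1 of 10 cinnamyl alcohol dehydrogenase probes and 5 of 133 cytochrome P450 probes.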

Probes in Figure 4e are predicted to contain pollen-specific transcripts as well as transcripts important for the final maturation of the anther for pollen dispersal. Surprisingly, the meiotic valley pattern (Figure 4f, transcripts present only in the A1.0, A1.5 and BM stages) contains only 66 probes. Therefore, the drop in transcript diversity during meiosis (about 2,700 transcript types) represents a major 'switch point' in that only 66 of these transcripts are re-expressed after meiosis is completed one week later. 

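The number of probes present at A1.0, A1.5 and BM and absent at A2.0, Q and UM was 71. With UM also present it was 67. The first number was 48 without the second replicate of each stage and 115 without the first.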

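Of the 2764 probes present at A2.0 and not at Q, 1736 (62.8%) were present again at UM, at BM or at both. With 4 of 4 signals required this set held 1314 probes, and leaving out 1 replicate gave 1291 to 2361. Of the 1736, 1497 had 1 or 2 signals well above background at Q and 239 had none.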

Although somatic cell division is restricted to the A1.0 and A1.5 developmental stages and the two pollen mitoses (first of the initial cell and then of the generative cell to generate the two sperm) that occur at the approximately 4 mm stage of anther elongation, we considered that perdurance of some transcripts might occur into the start of meiosis stage (A2.0). The query representing this expanded pattern (present only in the A1.0, A1.5, A2.0, and BM stages) identified 184 genes.

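Present at A1.0, A1.5, A2.0 and BM and absent at Q and UM were 187 probes. The number was 73 without the second replicate of each stage, 268 without the third, and 365 when 4 of 4 signals were required.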

**Table 1:** GO term frequencies (excluding 'Unknown') for specific groups of transcripts

	Transcripts shown in Figure 4						
		
GO Term	4a	4b	4c	4d	4e	4f	Constitutive
Amine binding		0.8%			0.3%		0.2%
Carbohydrate binding		0.4%			0.7%		1.3%
Chromatin binding	1.0%	0.8%			0.7%		0.2%
Cofactor binding	1.9%	1.2%		2.2%	0.3%		3.5%
Copper chaperone activity							0.2%
Drug binding					0.3%		
Drug transporter activity	1.0%	0.8%			0.3%		0.2%
Enzyme activator activity		0.4%	2.3%		0.3%		0.2%
Enzyme inhibitor activity			2.3%	3.3%	2.1%		0.9%
Extracellular matrix structural constituent		0.4%		1.1%	0.3%		0.6%
GTPase regulator activity		0.4%	2.3%		0.7%		0.2%
Helicase activity	2.9%	0.4%					
Hydrolase activity	6.8%	8.3%	**23.3%**	**14.1%**	**11.3%**	6.3%	8.2%
Ion binding	**12.6%**	9.1%	**25.6%**	**15.2%**	**13.0%**	6.3%	**12.3%**
Isomerase activity	1.9%	0.8%	2.3%	1.1%	0.3%		1.5%
Kinase regulator activity					0.3%		0.2%
Kinetochore binding					0.3%		
Ligase activity	1.0%	2.4%		1.1%	0.3%		1.7%
Lipid binding	1.0%	1.6%		2.2%	2.1%		1.5%
Lyase activity	1.9%	0.8%	2.3%	3.3%	2.4%		1.1%
Metal cluster binding							0.6%
Microtubule motor activity	1.0%	0.8%			0.3%		
Nucleic acid binding	**10.7%**	**12.3%**	2.3%	6.5%	5.8%	**12.5%**	8.2%
Nucleotide binding	8.7%	**10.7%**	4.7%	7.6%	10.6%	**12.5%**	**11.4%**
Oxidoreductase activity	6.8%	4.7%	7.0%	**10.9%**	4.1%	6.3%	7.6%
Pattern binding		0.4%					0.2%
Peptide binding	1.0%	0.4%	2.3%				0.6%
Peroxidase activity		0.4%			1.0%		0.6%
Phosphatase regulator activity				1.1%	0.3%		0.2%
Protein binding	**16.5%**	**17.4%**	**9.3%**	5.4%	8.6%	**18.8%**	**12.7%**
RNA polymerase II transcription factor activity							0.2%
Signal transducer activity	3.9%	2.0%	2.3%	1.1%	2.4%		2.8%
Small protein conjugating enzyme activity		0.4%					0.2%
Structural constituent of cell wall	1.9%	2.4%	2.3%	3.3%	1.7%		1.7%
Structural constituent of cytoskeleton							0.2%
Structural constituent of ribosome		0.4%			0.7%		0.2%
Substrate-specific transporter activity	2.9%	3.6%	2.3%	2.2%	5.8%	6.3%	2.2%
Tetrapyrrole binding	2.9%	1.2%	2.3%	3.3%	2.1%	6.3%	1.5%
Transcription activator activity					0.3%		
Transcription cofactor activity		0.4%					
Transcription factor activity		2.4%			1.0%		0.9%
Transferase activity	7.8%	6.3%	2.3%	9.8%	**14.0%**	6.3%	9.7%
Translation factor activity, nucleic acid binding		0.4%				**12.5%**	0.4%
Translation repressor activity		0.4%					
Transmembrane transporter activity	2.9%	4.0%	2.3%	3.3%	4.8%	6.3%	1.9%
Two-component response regulator activity	1.0%	0.4%					0.4%
Vitamin binding				2.2%			0.9%
Xenobiotic transporter activity		0.4%					0.2%

Entries in bold are the most highly represented.

GO term frequencies for genes represented in Figure 4a-f are listed in Table 1 (see Table S3 in Additional data file 1 for gene lists). The last column shows frequencies for the constitutive genes charted in Figure 3a.

### Zinc-finger like proteins exhibit both constitutive and stage-limited expression

Zinc finger transcription factors play important roles in developing floral tissue. In *Petunia hybrida*, seven different zinc finger proteins were sequentially expressed during anther development [18]. Several zinc finger mutants with floral tissue abnormalities have been described, including the male sterile MEZ1 meiosis-associated mutant of petunia [19] and SUPERMAN extra stamen mutants of *Arabidopsis *[20]. In this study, a comprehensive study of zinc finger protein expression was conducted. The 44 k array platform contained 281 unique zinc finger-related probes (see Table S4 in Additional data file 1). 

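The list of Table S4 could not be used, so zinc finger probes were taken by their descriptions. These words were found for 610 probes of 602 targets, and 411 of the probes were present in at least 1 stage.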

Expression analysis of these spots via a heatmap (Figure 5) identified four distinct patterns of expression: constitutive (110 genes); expressed in all stages except mature pollen (111 genes); expressed in all stages except binucleate microspore and pollen (42 genes); and up-regulated in binucleate microspore and mature pollen (18 genes). 

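Of the 610 probes, 153 were present in all 7 stages, 125 in the 6 anther stages and not in pollen, and 32 from A1.0 to UM and neither at BM nor in pollen. Present at BM, in pollen or in both but at no earlier stage were 16. The flag for positive and significant signals moved these sets most, with 250 probes present in all 7 stages and 16 from A1.0 to UM alone.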

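In at least 5 of the 6 anther stages, 325 zinc finger probes were present, while 26 were present in exactly 1 of the 7 stages.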

Surprisingly, the majority of zinc-finger related genes are expressed throughout most of anther development rather than being stage-limited. When the quantitative component of expression is examined, however, it is clear that within these basic categorizations there are individual zinc finger gene types that are up-regulated 4- to 64-fold at particular stages (Figure 5, darker bars at one stage or a few stages) as well as cases of similar scale for down-regulation at particular stages (lighter bars at one or two stages).

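For the 385 zinc finger probes present in at least 2 stages, the highest present stage mean was compared with the lowest. The ratio was 4-fold to 64-fold for 122 probes, over 64-fold for 11 and under 4-fold for 252 on the spike-in scale. These numbers were 118, 11 and 256 with the median of each channel set to 0.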

**Figure 5:**
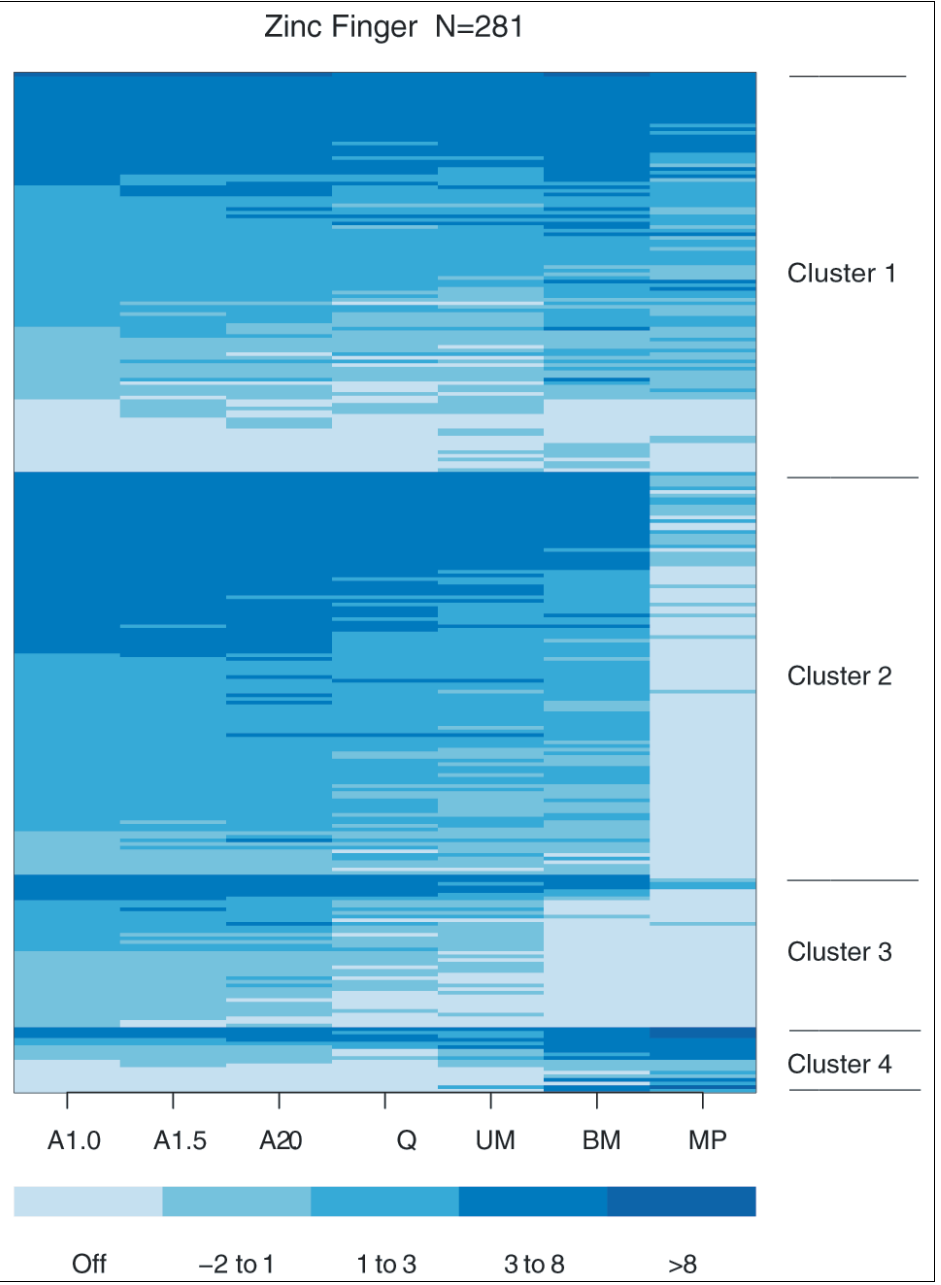
**Heatmap of relative expression values for genes similar to zinc finger proteins**. Genes are sorted by the cluster generated by k-means clustering (k = 4) then the relative expression values for each stage. Cluster 1 has mostly constitutive genes, cluster 2 is constitutive except for MP, cluster 3 has genes on in all stages except BM and MP, and cluster 4 has genes that increase in the last two stages.

### MADS box transcription factors are expressed throughout development

The MADS box gene family exhibits diverse regulatory roles in flowering plants, including the vegetative to reproductive phase transition and determination of floral identity and aspects of stamen development [21,22]. To date, expression of three maize MADS box genes has been studied at specific stages of floral development. Both *ZmMADS1 *and *ZmMADS3 *express maximally in immature tassels (1-2 cm), approximately one week younger than the earliest samples in this study. ZmMADS1 is also expressed in microspores and mature pollen while ZmMADS3 is detectable during the later stages of development [22]. Another gene, *ZmMADS2*, is expressed highest in pollen but is also detectable in low levels in microspore and pre-dehiscent stages [19].

We extended previous studies by assessing expression of 16 (out of 34 annotated) maize MADS box genes across 29 days of development. Forty-nine probes on the 44 K Agilent array represented the 16 maize MADS-box genes (see Table S5 in Additional data file 1). 

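The list of Table S5 was not held, and 110 probes had MADS in their description. Of these, 50 were present in at least 1 stage and 43 at A1.0. A single one, zm_40370 (TC300695, minus strand), was present at A1.0 and at no other stage, with a relative expression value of -2.06 ± 0.45 (SD, n = 4) and 4 signals well above background. At A1.5 its mean was -3.01 ± 0.62 with 1 such signal, and at A2.0 it was -2.94 ± 0.35 with 2. Where a probe was not present, its level was limited in each sample by the higher of its own signal and the lowest signal well above background. By this limit, set for this probe and zm_13342 after the data were seen, the level at A1.0 was at least 1.73-fold that at A1.5, and limma did not call the step (adjusted p = 1.0).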

At the A1.0 stage, 43 out of 49 probes were expressed but only one of these probes (zm_40370; similar to the rice MADS32 'orphan' group protein) was expressed exclusively at the A1.0 stage. Two probes (zm_13342, similar to rice OsMADS57, and zm_40357, similar to a putative maize MADS box protein) were expressed only during meiosis. 

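The means of zm_13342 (TC296447) were -0.80 ± 0.36 (SD, n = 4) at A1.0, -1.5 ± 0.32 at A1.5 and -1.45 ± 0.08 at A2.0, and it was not present from Q on. At Q, 1 of its 4 signals was well above background, so that only a limit is given: the level at A2.0 was at least 2.73-fold that at Q on the spike-in scale, and at least 1.91-fold with the median of each channel set to 0. Probe zm_40357 (TC288392) was present from A1.0 to Q, with means of -0.72 ± 0.26 (SD, n = 4), -0.30 ± 0.71, -1.64 ± 0.60 and -2.92 ± 0.61. It had 3 signals well above background at Q and 2 at UM, where it was not present.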

None of the probes were expressed specifically in pollen. 

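Of the 110 MADS probes, 1 was present in pollen and at no anther stage. This probe, zm_11462, was picked out after its values were seen. Its mean in pollen was -3.65, with 3 of 4 signals well above background, and -3.00 at A2.0, with 2. Requiring 4 of 4 or 2 of 4 signals left 0 such probes, as did leaving out the first, the third or the fourth replicate of each stage.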

Most MADS box genes assessed were expressed constitutively, although at varying levels, as was observed for the zinc-finger like proteins.

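In all 7 stages, 22 of the MADS probes were present, and 10 more were present in the 6 anther stages and not in pollen. Present in at least 5 of the 6 anther stages were 37 of the 50. For the 46 MADS probes present in at least 2 stages, the ratio of the highest to the lowest present stage mean on the spike-in scale was 4-fold to 64-fold in 16, over 64-fold in 3 and under 4-fold in 27. After the median of each channel was set to 0 the numbers were 21, 1 and 24.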

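The probe for ZmMADS1 (zm_38701, AF112148) had 4 of 4 signals well above background in every stage. Its relative expression values were 2.46 ± 0.22 (SD, n = 4) at A1.0, 2.52 ± 0.21 at A1.5, 2.69 ± 0.24 at A2.0, 2.12 ± 0.51 at Q, 1.67 ± 0.26 at UM, 2.01 ± 0.26 at BM and 0.49 ± 0.27 in pollen. From BM to pollen the log2 change was -1.51 (standard error 0.24, adjusted p = 3.4e-06 from limma) on the spike-in scale. No change was called with the median of each channel set to 0 (0.24, standard error 0.25, adjusted p = 0.40).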

In this study, ZmMADS1 was expressed constitutively at medium levels. ZmMADS3 was expressed highest in early development then slightly decreased through the UM stage and precipitously dropped at the final two stages to an undetectable level in mature pollen. 

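The means of the ZmMADS3 probe (zm_40385, AF112150) were 1.86 ± 0.36 (SD, n = 4) at A1.0, 1.29 ± 0.28 at A1.5, 0.73 ± 0.22 at A2.0, 0.70 ± 0.54 at Q and 0.18 ± 0.30 at UM, then -2.89 ± 0.51 at BM, where 3 signals were well above background. In pollen none of the 4 signals was. From UM to BM the log2 change was -3.05 (standard error 0.24, adjusted p = 9.6e-11 from limma), between -3.19 and -2.89 with each sample left out in turn, and -3.23 with the median of each channel set to 0. Against the same limit in pollen, the level on the spike-in scale was at least 51.7-fold higher at A1.0 and at least 16.1-fold higher at UM. These limits were 11.4-fold and 6.22-fold with the median of each channel set to 0, a choice made for them after the data were seen.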

As expected, ZmMADS2 was expressed at low levels through the uninucleate stage and increased threefold in the binucleate microspore and mature pollen stages.

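The ZmMADS2 probe (zm_11471, AF112149) gave means of -1.54 ± 0.54 (SD, n = 4) at A1.0, -1.67 ± 0.24 at A1.5, -1.86 ± 1.22 at A2.0, -1.96 ± 0.24 at Q, -2.10 ± 0.45 at UM, -0.96 ± 0.60 at BM and -0.71 ± 0.29 in pollen. It was present in all 7 stages, with 3 signals well above background at A2.0. From UM to BM the log2 change was 1.05 (standard error 0.32, adjusted p = 0.010 from limma), and 0.82 (adjusted p = 0.032), under the limit of 1, with the median of each channel set to 0. The change was under 1 as well without the fourth BM sample (0.93) and without the third UM sample. The step from BM to pollen was 0.24 (adjusted p = 0.49) on the spike-in scale and 1.98 (adjusted p = 4.1e-06) on the other.

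**Figure D3:**
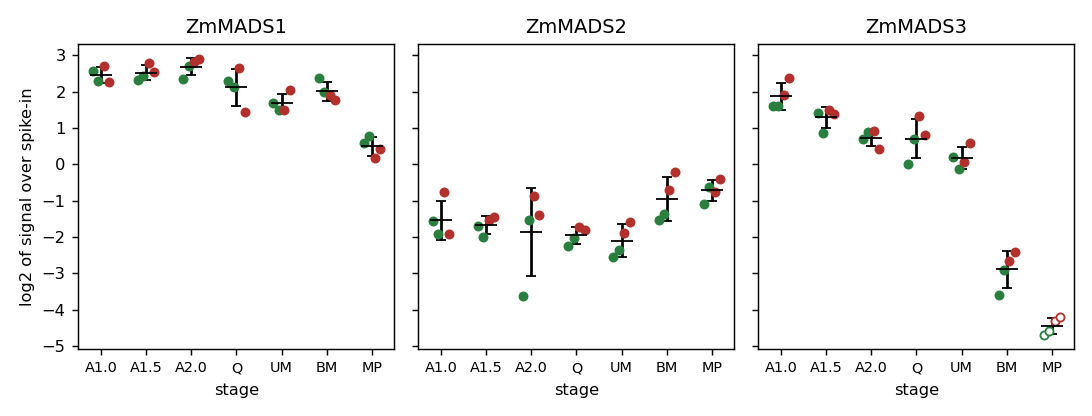
Relative expression value (log2 of signal over spike-in) of ZmMADS1, ZmMADS2 and ZmMADS3 by stage. Points are the samples, with Cy3 in green and Cy5 in red, and the bars give the mean and SD of 4 samples. Open symbols mark a stage where the probe was not present, which is pollen for ZmMADS3, where the mean is -4.46. From BM to pollen, ZmMADS1 falls on this scale, and no change is called when the median of each channel is set to 0.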

Theissen and Saedler [23] have proposed a 'quartet model' of transcription regulation in which a tetramer of MADS box proteins (two dimers of two different proteins) interact with adjacent DNA binding sites via DNA bending to control gene expression at varying times in development. Thus, it is possible that the varying quantitative expression of constitutively expressed MADS box genes during anther development generates stage-specific regulatory information.

### Congruence of maize pollen array data to previous studies

Several previous reports assessed total transcript diversity in the mature pollen of angiosperms (Table 2). Transcript diversity assessed by deep cDNA-AFLP analysis led to an estimate of 12,000 genes expressed in sorghum pollen [24]. We report 10,545 maize pollen-expressed transcripts, and after a correction based on the array containing only 80% of gene types, the transcriptome of maize pollen would be estimated as 13,000, or a nearly identical estimate to a close relative. 

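In pollen, present calls covered 10546 targets with 1 count per target name and strand. The number of probes was 8648 with 4 of 4 signals required, 12448 with 2 of 4, and 18325 with the flag for positive and significant signals, which moved it most. Leaving out saturated spots gave 10693 and leaving out 1 replicate gave 11220 to 12016.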

Maize and sorghum diverged about 12 million years ago [25], and the pollen transcriptome contents are very similar (data not shown).

**Table 2:** Number of transcripts in pollen estimated by different methods

Organism	Method	Estimate	Reference
*Arabidopsis*	Array	7,235	Honys and Twell [26]
*Arabidopsis*	Array	6,587	Pina *et al*. [27]
Sorghum	cDNA-AFLP	12,000	Pring and Tang [24]
Maize	*R*_0_*t*	24,000	Mascarenhas [29]
Maize	Array	10,500	This study

Honys and Twell [26] identified 13,997 mRNAs expressed in the *Arabidopsis thaliana *male gametophyte (from the microspore stage to mature pollen), including about 1,350 male-gametophyte-specific genes. In particular, 7,235 mRNA species were expressed in *Arabidopsis *mature pollen grains. A second study of this species reported 6,527 pollen transcript types [27]. These figures represent about one-third of the 22,591 probes queried. Applying this ratio to the current estimated total of 32,041 genes [28] yields 10,261 expected pollen transcript types in *Arabidopsis*. Of the 7,235 *Arabidopsis *genes identified [24], 4,407 have homologous sequences (using a tblastx *e *value <1e-40 and identity ≥ 50%) represented on this maize array. Of these 4,407 genes, 3,444 (78%) have homologous genes expressed in mature maize pollen (Table S6 in Additional data file 1). This shows substantial conservation in gene expression programs for mature pollen despite >100 million years separation of the two species. In addition, although there is not a significant correlation between the expression levels (data not shown), ranking the expression values and comparing the gene list in the first decile (344 genes) for each species shows a 30% overlap while the first quartile shows a 40% overlap. Thus, the highly expressed genes in each species show substantial overlap.

In a classic study, Mascarenhas [29] used R_0_t hybridization curves to analyze maize pollen transcript diversity. His estimate of approximately 24,000 genes expressed is more than twice that based on arrays, reflecting two experimental parameters: the slow to hybridize rare transcript class can easily be over-estimated in a R_0_t hybridization because it contains short RNAs that never form stable hybrids, leading to an over-estimate of transcript diversity, while the array platform contains approximately 80% of the maize genes, with a consequent underestimation of transcript diversity. R_0_t curve structure does provide the opportunity to delineate the approximate number of transcripts present by abundance class. Maize pollen was calculated to contain approximately 240 types of high copy-number transcripts (about 32,000 copies per pollen grain), approximately 6,000 encoding medium copy-number transcripts (about 1,700 per pollen), and approximately 17,000 encoding the least abundant group (about 200 molecules per pollen) [29]. For comparison, we calculated the copy number of pollen transcripts using the expression values normalized against spike-in controls with a pre-defined copy number. If we assume, based on extrapolation from the absolute copy numbers of the spike-in controls (see Materials and methods for details), that a log-2 relative expression value of 0 corresponds to approximately 100 RNA copies per pollen grain, then 8.0 would be equivalent to about 25,600 copies, and so on. We then divided the transcriptome for each stage into three groups to parallel the R_0_t analysis. The highly abundant transcript group for pollen (relative expression value of at least 8) consists of 237 transcripts (Figure 6). 

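On the spike-in scale, 35 pollen probes had a relative expression value of at least 8. The classes depend on the scale: 679 probes reached 8 when the median of each channel was set to 0. After all values were raised by 2.34 to the scale of Table S1, which was chosen after the data were seen, 225 did.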

The medium copy-number group has 5,547 transcripts, with relative expression values ranging from 1 to 8. These classifications are strikingly congruent with the R_0_t curve-based estimation of approximately 240 and approximately 6,000 genes for the high and medium copy-number classes, respectively [29]. 

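Between 1 and 8 lay 1932 pollen probes on the spike-in scale and 5462 on the scale of Table S1.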

We also estimated the average copy number per pollen grain for each class; that is, for the medium class there were estimated to be 1,700 copies/pollen by R_0_t curve analysis compared to 733 copies/pollen from the microarray results using the midpoint relative expression value of 2.9 (Table 3). 

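With 100 copies per pollen grain at a value of 0, the mean value of the medium class, 2.99, corresponds to 794 copies on the spike-in scale. On the scale of Table S1 the mean was 2.91, or 754 copies. The mean of the high class gave 29400 copies on the first scale and 64600 on the second. The paper's methods derive the 100 copies from the spike-in taken as a value of 0. On the scale of Table S1 the spike-in lies at 2.34 instead, a ratio of 5.06. Copies on that scale are therefore not tied to the spike-in, and their nearness to the paper's is no check of the copy number.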

The low copy-number group is 4,762 transcript types (Figure 6) on the arrays and about 17,000 in the R_0_t study. 

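Below 1 were 8758 pollen probes on the spike-in scale, with 36.6 copies per grain at their mean value. There were 5038 on the scale of Table S1, at 106 copies, which are likewise not tied to the spike-in.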

The average copy numbers for the low expression class is within threefold by these very different methods. We caution that some genes in the low copy-number class may not be detected on the arrays, a common caveat for microarray experiments employing tissues with multiple cell types, and some rarely expressed genes may not yet have an EST sequence and hence be missing from the array platform.

**Table 3:** Comparison of classification by transcripts abundance in maize mature pollen

		Classification by abundance			
			
	Method	High	Medium	Low	Reference
Number of transcripts	*R*_0_*t*	240	**6,000**	17,000	Mascarenhas [29]
	Array	230	**5,547**	4,762	This study
					
Average copy number	*R*_0_*t*	32,000	1,700	**200**	Mascarenhas [29]
	Array	64,702	733	**109**	This study

Estimations in strong agreement are indicated in bold.

**Figure 6:**
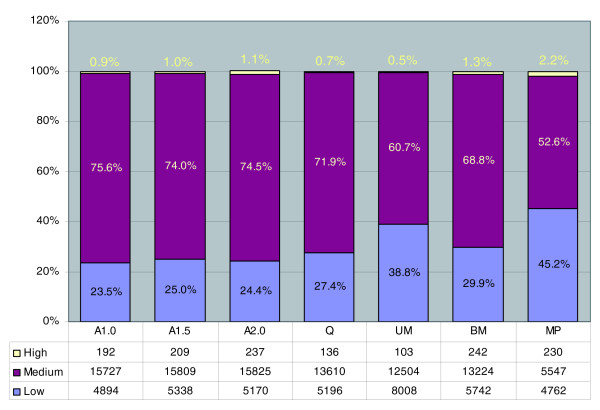
**Classification of transcript abundance classes**. Relative expression values were calculated for each stage as described in the Materials and methods based on the spike-in controls. The number of members of each abundance group is given in the included table.

Also of note in Figure 6, we observe that pollen contains a higher fraction (2.2%) of its transcript types in the very high abundance category, up to four times more in this class than in the six anther stages examined. 

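The high class held 0.326% of the pollen probes on the spike-in scale, against 0.0426% (UM) to 0.188% (BM) in the anther stages. On the scale of Table S1 it held 2.10%, against 0.506% to 1.16%, and with the median of each channel set to 0 6.33%, against 0.992% to 2.13%. The share in pollen was the highest of the 7 stages on each of these 3 scales.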

The percentage of medium abundance transcripts declines after meiosis, from an average of 73% through the Q stage to an average of 65% during subsequent anther development and down to 53% in pollen; there are proportionally more low abundance transcripts in these late stages and particularly in pollen compared to earlier in anther development.

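The medium class held a mean of 32.7% of the present probes from A1.0 to Q, 25.2% at UM and BM and 18.0% in pollen on the spike-in scale. These shares were 73.6%, 63.8% and 50.9% on the scale of Table S1. The order was the opposite with the median of each channel set to 0, at 77.6%, 78.4% and 93.6%. The shares were 34.9%, 34.8% and 32.4% when the median of the probes well above background was set to 0. The held rows of Table S1 differ from the spike-in scale by a nearly constant step in every stage. The scales with a median set to 0 are therefore not that of Table S1, and do not test the paper's classes as drawn.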

### Validation of selected genes via quantitative real-time PCR

Quantitative real-time PCR (qRT-PCR) was performed to validate a subset of the constitutive (Figure 3) and 'on early' (Figure 4a) expression patterns. In total, eleven genes for each pattern (Additional data file 3) were tested at six developmental stages (A1.0, A1.5, A2.0, Q, UM and BM). The majority of the constitutive genes showed the expected expression over all six stages of development (Figure 7a). Eight of eleven genes were expressed at roughly constitutive levels at all six stages, two genes (BM078141 and TC293337) were constitutively expressed at the first three stages but then increased in expression over the final three stages, and one gene (TC288042) exhibited an eight-fold decrease in expression between the A1.5 and A2.0 stages. The constitutively expressed genes varied in expression level and spanned a 1,000-fold difference between the highest (TC279685) and lowest (DT940629) genes. In the 'on early' expression pattern, all but one of eleven genes (TC307848) exhibited a pattern consistent with that shown in Figure 4a (Figure 7b). The qRT-PCR results support both the expression patterns presented in the cluster and the cross-platform analyses, and thus provide additional evidence that the quantitative 'spike in' controls permit calculation of mRNA abundance.

**Figure 7:**
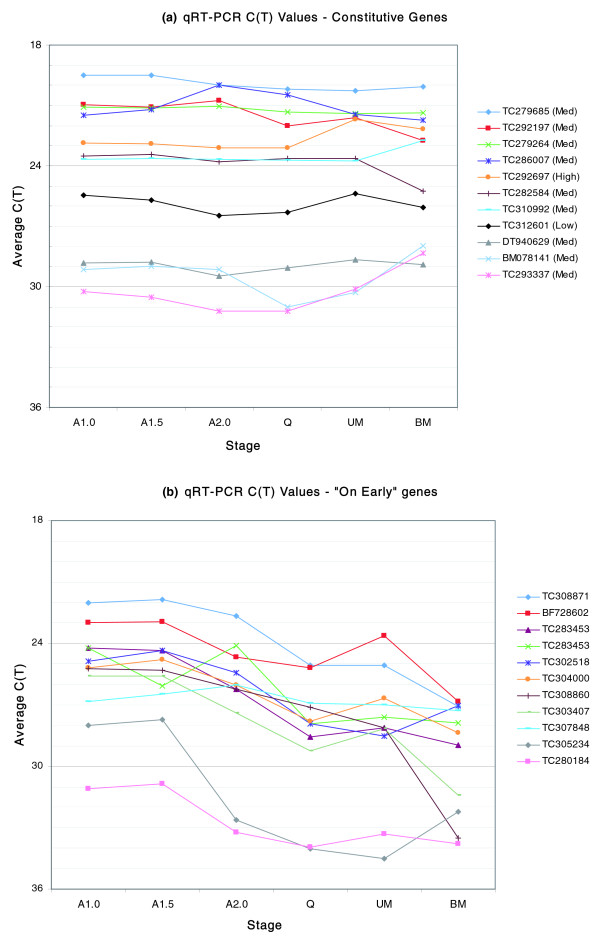
**Validation of a set of (a) 11 constitutive genes and (b) 11 'on early' genes using qRT-PCR**. Average cycle threshold (C_t_) values for three replicates are plotted for the six anther stages.

## Discussion

To more fully define the genes participating in anther development, we conducted transcriptome profiling of six maize anther stages and mature pollen, capturing nearly 30 days of development, on a platform querying about 80% of the projected maize gene number. A key result is that the anther transcriptome is enormous: more than 24,000 genes are expressed by developing anthers, each anther stage expresses 19,000-21,000 genes, and even pollen with just two cell types expresses more than 10,000 genes. To date, the maize anther transcriptome is the most complex for any plant tissue. If genes not yet analyzed are expressed proportionately to the queried set, the projected maize transcriptomes are approximately 25,000 for each anther stage and 13,000 for pollen. With more sensitive detection methods, these numbers could increase further.

Because maize is a recent tetraploid, it is important to ask whether the high transcript complexity simply reflects this gene inflation. Measured mature pollen transcriptomes range from approximately 7,200/6,600 in diploid *Arabidopsis *[26,27] (by array profiling) to approximately 13,000 in sorghum, a diploid grass closely related to maize [24] (by cDNA amplified fragment length polymorphism (AFLP)). For the two species assessed by array profiling, both maize and *Arabidopsis *express about 25% of the total protein-coding genes in pollen. It will be an interesting future research question to establish the outcome of maize tetraploidization. That is, when the maize genome sequence is completed it can be determined if one progenitor is the predominant source of the current anther transcriptome or of transcripts at any stage in anther development. Also, given that anthers contain so few cell types, gene expression patterns should be further explored, whether by *in situ *hybridization or the newer method of laser microdissection of cell types, for comprehensive transcriptome analysis.

An important conclusion of the current study is that nearly all of the pollen transcriptome is shared with diploid anthers, that is, there are relatively few pollen-specific genes. Therefore, for housekeeping functions the haploid transcriptome is similar to the floral gene set. Subfunctionalization within gene families has not split the diploid floral from haploid phases of the life cycle, but it is possible that these stages express different gene family members compared to vegetative organs such as roots, leaves, and stem.

We now have a published dataset on maize leaves using a closely related 44 K platform [30]. A comparison of the normal leaf results from this new study with the 15,950 transcripts shared across all anther stages showed approximately 80% are also expressed in leaves (data not shown). The leaf data are from a platform with higher sensitivity, resulting in detection of approximately 26,000 transcript types; on the same platform, 1.0 mm anthers express approximately 32,000 genes (DS Skibbe, unpublished). Therefore, the likely anther transcriptome is even larger than documented in this study. Cross-platform validation assays for constitutively expressed genes and qRT-PCR to validate a smaller number of constitutive genes and a suite of 'on early' genes (expressed early in anther development and then not detectable by array hybridization) support the conclusions drawn from the microarray hybridization experiments. The 60-mer oligonucleotide microarray platform can quantify transcript abundance accurately over at least a 4,000-fold range (2^10 ^above the median to as low as fourfold below the median) and utilizing the spike-in control hybridization data, intensity signals can be converted to an estimate of the average transcript number per cell.

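Among the probes present at A1.0, stage means ran from -3.13 to 9.89 on the spike-in scale, and from -2.75 to 5.56 between the first and the ninety-ninth percentile. The values of pollen probes ran from -3.79 to 8.49 and those of UM probes from -4.12 to 9.41. These are signals of different probes, with saturated spots kept, and give no fold range of transcript levels. In no stage did the scale of Table S1 leave a present probe with a mean below -2.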

That the expression of many genes is crucial during anther and pollen development is clear from the thousands of male-sterile mutants available for maize and *Arabidopsis *[3]; importantly, most male-sterile mutants are female-fertile, particularly in maize with its separate tassel (male-only) and ear (female-only) mature flowers. Why are so many genes expressed in pollen and the supporting somatic tissues of the anther? We propose that the anther and pollen represent a critical test of genome fitness for flowering plants. Several factors underpin this test. First, both anther and carpel development are lengthy compared to leaf production during the vegetative life cycle of annual plants, and cell types perform successive roles over the course of floral development and during reproduction (Figure 1). Second, as sessile organisms, plants depend on physical forces (wind, water) or animals to deliver the microgametophyte (pollen in flowering plants) to the megagametophyte for sexual reproduction. Given the lack of specificity of these delivery mechanisms, individual species have evolved complex self-recognition systems directed to permitting pollen tube growth only within a species. Concurrently, many species have a second multi-gene system to favor pollen of a different genotype than the sporophytic flower [31]. The diversifying selection on these and other pollen specificity systems [32] could elevate the number of genes expressed in pollen, the agent for both species recognition and self-incompatibility. A third factor is that, in the anther, the majority of male-sterility traits are evident in tapetal failure [33]; this tissue supplies nutrition, structural components, and likely regulatory information to pre-meiotic cells and immature gametophytes and tapetal 'quality' is thus a key determinant of reproductive success [4].

The most important factor predates the evolution of flowers and pollen: all plants exhibit an alternation of haploid (gametophyte producing gametes) and diploid (sporophyte) generations [1]. Unlike animals in which nearly all genes are silent in the haploid gametes, the gametophytes of plants are self-sufficient in transcription and many other processes. In the least advanced forms, such as algae and mosses, the haploid phase dominates the life cycle and the sporophyte is a transitory phase. In the ferns, gymnosperms, and angiosperms (flowering plants) the sporophyte is the dominant phase; however, even in flowering plants the microgametophyte (pollen) is separated from the sporophyte nutritionally after acquisition of thick pollen coatings following meiosis. Single (haploid) copy genes required for housekeeping functions such as metabolism, macromolecular synthesis, organelle and membrane maintenance, and mitosis sustain pollen maturation prior to dispersal and even more critically fuel growth of a pollen tube (approximately 20 cm in the case of maize) to deliver sperm to the ovary. The stringent haploid sufficiency test for about 25% of the genome at each generation purges plant genomes of many deleterious alleles that cause no phenotype in the heterozygous condition but are highly deleterious or lethal when homozygous. For this test to be an advantage to the diploid organism, haploid pollen must express genes that are also expressed in the dominant phase of the lifecycle. This is the case for the approximately 95% overlap between pollen and the developing anther. The absence of a haplosufficiency test in animals results in substantial genetic load and presents the human population with the tragedy of heterozygous carriers for embryo and juvenile-lethal diseases.

A new component of the sufficiency test was uncovered in this study. The week long meiotic period in maize is accompanied by little new gene expression in the entire anther. Therefore, the complement of transcript types in both pre-meiotic central cells and the supporting somatic cells must suffice to sustain anthers for an extended period. Future experimental analysis could resolve whether the appearance of so few new transcript types during this long interval is actually more profound - is transcription repressed for all or most genes in most cell types? If true, then the mRNAs made prior to the onset of meiosis must persist throughout this key developmental period without replacement synthesis in either the meiotic or somatic cells. Because both mitosis and meiosis involve extreme condensation of the chromosomes, it is not surprising that transcription would be reduced for cells conducting these processes; however, the anther somatic cells are post-mitotic when meiosis starts. The mechanisms limiting new gene transcription in the somatic cells and then activating robust new gene transcription as the central cells exit from meiosis are completely undefined and are, therefore, a challenge for future investigation.

A second important biological insight from our analysis at the entry and exit from meiosis is that the anther functions as a single functional unit, an integrated system in that global controls are exerted on gene expression. In prior work we used developmental mutants of maize to test two models of anther cell fate specification: a lineage model in which the highly patterned cell division progression sets cell fate and the contrasting model of fate setting just prior to meiosis through cell signaling. The weight of evidence - particularly the phenotypes of the *mac1 *and *am1 *mutants - favors the late decision model over the lineage model. Signaling that meiosis has started and later finished is now implicated to achieve transcriptional stasis during meiosis, implicating coordinating mechanisms within the anther to communicate meiosis start and completion. As anther lobes lack vascular tissue, these signals are likely to move from cell to cell.

Considering that more than 20,000 genes are expressed at most anther stages, many transcription factors must be required to program this expression. Given that the vast majority of probes from the two transcription factor families investigated exhibit constitutive or broad patterns of expression across multiple stages, a third message is that a simplistic model of stage specific transcription factors is inadequate. Many more transcription factors show substantial (4- to 64-fold) quantitative changes, a small subset of which are stage-specific. Combined with the possibility of post-translational modification of protein to modulate activity state, it seems highly likely that development is orchestrated by quantitative changes in the abundances of suites of transcription factors.

During anther ontogeny, cell walls are built and remodeled during mitotic proliferation and cell expansion and maturation. Most dramatically, as the microspores mature into pollen each acquires a thick wall; the outer (exine) wall consists mainly of products secreted by the neighboring tapetal cells while the inner wall (intine) is synthesized mainly by the haploid gametophyte. Tapetal cell walls are initially thick but selective degradation during meiosis eliminates nearly the entire wall facing the microspores, presumably facilitating secretion of materials. In the other somatic cell types, walls are remodeled during the expansion from 1.5 mm to the final approximately 5 mm length, in the absence of cell division, resulting in a switch from cuboidal to rectangular cells. 

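The list of Table S7 was not available, so probes were taken by their descriptions. Of 34 probes described as pectinesterase, 26 were present in at least 1 stage, and 7 were present both at BM and in pollen and at no earlier stage. Of 31 described as pectinase or polygalacturonase, 23 were present in at least 1 stage and 4 both at BM and in pollen alone. Over these 65 probes, 12 were present at BM, in pollen or in both and at no earlier stage.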

Within a partial catalog of 131 cell-wall associated transcripts (Table S7 in Additional data file 1), several show stage-specific expression (for example, pectin methylesterase and pectinase are highly expressed only in the BM and mature pollen stages). This catalog represents a first step in acquiring a comprehensive view of cell wall building and remodeling during anther and pollen development.

## Conclusion

Although simple in anatomy, maize anthers express an astonishingly large number of genes over the one month of development surveyed. It is projected that at least half of protein-coding genes of maize are expressed over the six anther stages analyzed and that at least 40% of the genome is expressed at any given stage. We propose that this high level of gene expression diversity is a 'genome fitness' test for the plant. During the one week of meiosis by the central lobe cells, the entire anther is relatively quiescent in terms of gene transcription activation: neither the somatic cells (95% of the anther) nor the meiotic cells are expressing new genes. Post-meiotically, however, diverse new gene types are expressed during anther and pollen maturation. We found few cases of stage-specific transcription factors, although instances of stage-specific quantitative modulation are common. It has been proposed that the haploid gametophyte could have a unique transcriptome compared to the diploid plant; in this study 95% of pollen-expressed genes are shared with the diploid anther. As a consequence, the haploid-sufficiency test encompassing more than 10,000 genes in the flowering plants examined to date can be effective in eliminating deleterious alleles expressed in pollen that result in lethality or poor growth. Our results indicate that this test assesses genes critical for diploid floral development as well.

## Materials and methods

### Biological materials and tissue collection

The W23 line carrying the *bz2 *mutation (lack of anthocyanin pigment accumulation in the vacuole) is maintained in the Walbot laboratory by self-pollination. The materials were grown at Stanford University in the summer of 2005, and tissue collection was done as described in Ma *et al. *[4]. Cytological classification was performed as described in Chang and Neuffer [5] for acetocarmine staining of meiotic stages, or Kindiger [34] for hematoxylin staining of microspores and pollen to ensure that the anthers collected were at the correct developmental stages (Figure 1a). Up to five replicate samples were obtained for each stage.

### Array design and data analysis

The custom 44 K Agilent maize array was designed based on the previous two versions of Agilent maize arrays [4,5], the University of Arizona spotted oligonucleotide maize array [4], and release 16.0 of the TIGR Maize Gene Index [13]. The set of 60-mer oligonucleotide probes was designed using Picky 2.0 [9] with the following parameters: G+C content 40-70% and minimum mismatches of 15 bases between non-targets. Handling of the arrays and data analysis were carried out as described previously [4] with the following modifications. Target cRNA was prepared and labeled with either Cy-3 or Cy-5 dye from 0.5 μg of total RNA using an Agilent Low RNA Input Fluorescent Linear Amplification Kit Plus with spike-in controls (Agilent, Santa Clara, CA, USA). Array hybridizations and washing were carried out according to Agilent Gene Expression Protocol 4.0. Significant improvements in signal to noise were achieved by hybridizing for 17 h at 65°C instead of the 60°C used in previous protocols and by performing the first wash at 37°C instead of room temperature.

Array hybridization signals were extracted and normalized with Feature Extraction 9.1 (Agilent) using standard locally weighted linear regression algorithm (lowess) with a universal error model as described previously using open-source packages [4]. Improvements in both the software and array hybridization protocols, especially with the addition of the 30×10 spike-in controls, increased our confidence in Feature Extraction. Each slide was inspected manually to flag the low number of spots that were contaminated by small debris left after washing; such spots were not included in subsequent analyses. Saturated spots or non-uniform outliers (as determined by Feature Extraction) were also removed. For a given probe to be classified as 'present', we required at least three out of four hybridization signals to be 'well above background' (99% confidence), a statistic generated by Feature Extraction based on the distribution of local background signals. 

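Between 1 and 167 spots per sample were marked as outliers and left out of the present calls. Keeping these spots changed the number of probes present in at least 1 stage to 25081, and leaving out saturated spots changed it to 25079. Saturated spots averaged 2.50 per sample at A1.0 and 26.3 in pollen.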

Dye-normalized signals from Feature Extraction were normalized again to spike-in controls (E1A_r60_a97 for Cy-3 signals, and E1A_r60_n11 for Cy-5 signals, each with a relative copy number of 0.5; log-2-base) so that the expression values could be compared from slide to slide. 

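The median signal of the spike-in spots was 880.6 ± 252.4 (SD, n = 4) at A1.0, 931.4 ± 63.0 at A1.5, 871.9 ± 102.1 at A2.0 and 1001 ± 215.3 at Q. It was 1685 ± 674.9 at UM, 1217 ± 523.4 at BM and 3107 ± 1426 in pollen. Over the same samples the log2 of the median probe signal over the spike-in was -2.43 ± 0.30 at A1.0, -2.43 ± 0.14 at A1.5, -2.42 ± 0.11 at A2.0, -2.94 ± 0.20 at Q, -3.24 ± 0.59 at UM, -2.98 ± 0.19 at BM and -4.60 ± 0.31 in pollen.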

Finally, outliers were detected and removed with a Grubb's test across the four biological replicates, and the averaged relative expression value used for subsequent analysis. 

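Over the probes present in a stage, the median relative expression value per sample was 0.07 ± 0.22 (SD, n = 4) at A1.0, 0.04 ± 0.15 at A1.5, 0.03 ± 0.10 at A2.0, -0.21 ± 0.32 at Q, -0.74 ± 0.34 at UM, -0.37 ± 0.31 at BM and -1.14 ± 0.24 in pollen. The paper's methods name both the spike-in control and the median of hybridizing probes as references. In the held rows of Table S1, its values minus those on the spike-in scale had medians from 2.32 at UM to 2.36 at A2.0, and 2.35 in pollen. A median as reference would have moved this difference between stages, as the medians above moved. For these rows, that argues against a median and for the spike-in with a constant added. In the values that the authors deposited for the whole series, 2 to the power of the value equaled the log2 processed signal minus the median of all probes of the channel, to within 0.0251 for 99% of the probes in each of the 28 samples. No value was given there for probes at or below that median.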

The relative expression value was calculated as log-2(Normalized intensity/Median intensity of hybridizing probes on the array) and then averaged across the biological replicates. Based on the experiment design, results were analyzed as in a single-channel hybridization experiment and without performing a differential expression analysis between samples. Original transcriptome data generated in this study can be accessed at the Gene Expression Omnibus (GEO) under accession [GEO:GSE12579].

### K-means clustering

Clustering was performed in the R programming environment [35] using the kmeans function (parameters: iterations = 150, algorithm = Hartigan-Wong) within the cluster package [36]. The relative expression value for the A1.0 stage was subtracted from all stages prior to clustering. The assigned cluster was used for charting both the qualitative and quantitative data.

### Heatmap

The zinc finger heat map was generated in R [35] using the 'image' and 'axis' functions. The data were sorted by cluster and expression values for each stage prior to generating the heatmap.

### Gene Ontology analysis

GO terms were assigned to the microarray probes using tools at the Agbase website [37]. Probes were matched to proteins locally using blastx and the resulting protein list was submitted for GO annotation at Agbase (GORetriever tool). Probes still lacking GO annotation were submitted to Agbase for combined protein matching and GO annotation (GOanna tool).

### Estimation of RNA copy numbers from array hybridization signals

The spike-in controls from Agilent are a mixture of 10 single-stranded RNA (ssRNA) sequences of approximately 500 nucleotides in length. In particular, the spike-in controls used for the final log-2 normalization (E1A_r60_a97 for the Cy-3 labels, and E1A_r60_n11 for Cy-5 labels) were present at a concentration of 100 pg/μl in the original mix. The dilution was 1,600 fold, resulting in 0.0625 pg starting control approximately 500 nucleotides ssRNA; for this length 1 μg is equivalent to 3.75E12 molecules (Ambion Molecular Biology Tables); consequently, about 234,000 copies of control ssRNA were used in the initial amplification reaction. Thus, a log-2 relative expression value of 0 would be equivalent to 234,000 copies of an RNA species in the starting materials, which was 500 ng of total RNA extracted from mature pollen grains.

Mascarenhas [29] estimated that individual maize pollen grains contain 352-705 pg of total RNA. We assumed that one pollen grain contains 500 pg of total RNA. Therefore, the 500 ng of total RNA used in our starting materials would be from 1,000 pollen grains. To estimate the average length of maize mRNA from the TIGR maize gene index assembly (version 16), we took only the 36,625 TC sequences (tentative contigs) as they should be closer to the distribution of lengths in the real transcriptome than singlet ESTs. The mean length calculated from this collection is 1,015 nucleotides. Comparing this to the 500 nucleotides length of the spike-in controls, we used a scaling factor of 2 to arrive at an estimate of 117 copies/pollen grain (234,000 copies/2/1,000 pollen). Again, for simplicity, we used for the final estimation 100 RNA copies/pollen if a probe has a log-2 relative expression value of 0. All the copy numbers thus should be viewed as an average. Note that it is possible to calculate the 'absolute' per pollen copy number for any given transcript of known size.

### Quantitative real-time PCR

Approximately 2 μg of DNase-treated total RNA for the A1.0, A1.5, A2.0, Q, UM and BM was reverse transcribed with an oligo-dT primer using the SuperScript III first-strand synthesis system for RT-PCR as recommended by the manufacturer (Invitrogen, Carlsbad, CA, USA). Primers were designed using Primer3 and synthesized by Illumina (San Diego, CA, USA). The complete list is presented in Additional data file 3. qRT-PCR was performed on an OPTICON2 sequencing detection system (MJ Research, now a part of Bio-Rad, Hercules, CA, USA). A 50 μl reaction mixture containing 25 μl of iQ SYBR Green Supermix, 0.5 μM each primer, and approximately 10 ng of cDNA was amplified using the following cycling parameters: 95°C for 5 minutes, followed by 40 cycles of 95°C for 10 s, 60°C for 1 minute and a plate read. Upon completion of the program, a melting curve analysis was performed from 55 to 95°C with a read every 0.5°C with a 10 s hold. Each of the 22 genes was tested and confirmed to amplify a single band via melting curve analysis and agarose gel electrophoresis. The cycle threshold numbers (C_t_) at which each sample reached the threshold fluorescence level for each type of PCR product were determined for all samples using the OPTICON2 software.

## Abbreviations

A1.0: anther 1 mm stage (mitotic); A1.5: anther 1.5 mm stage (pre-meiotic); A2.0: anther 2 mm stage (meiotic); AFLP: Amplified Fragment Length Polymorphism; BM: binucleate microspore; EST: expressed sequence tag; GO: Gene Ontology; MP: mature pollen; Q: quartet stage (end of meiosis); qRT-PCR: quantitative real-time PCR; ssRNA: single-stranded RNA; UM: uninucleate microspore.

## Authors' contributions

JM prepared the samples, performed the microarray hybridization, and conducted the initial data analysis as part of his PhD thesis work. Subsequent analysis and manuscript preparation was performed by DSS, JF, and VW. DSS performed the qRT-PCR validation.

## Additional data files

The following additional data files are available with the online version of this paper. Additional data file 1 contains seven supplementary tables of genes as follows. Additional data file 2 is a box and whisker plot figure showing relative expression values of transcripts present in one stage that were 'missing' in the following stage (that is, the list of probes in Figure 2c below the x-axis). Additional data file 3 is a table listing the primers for the 22 genes used in the qRT-PCR validation of the microarray results.

## Supplementary Material

Additional data file 1 Table S1: Figure 2c detail. Table S2: Figure 3 detail. Table S3: Figure 4 detail. Table S5: MADS box genes. Table S6: genes found in both maize and *Arabidopsis thaliana *pollen. Table S7: cell wall associated genes. Click here for file

Additional data file 2 Relative expression values of transcripts present in one stage that were 'missing' in the following stage (that is, the list of probes in Figure 2c below the x-axis). Click here for file

Additional data file 3 Primers for the 22 genes used in the qRT-PCR validation of the microarray results. Click here for file

# Supplementary material for: Male reproductive development: gene expression profiling of maize anther and pollen ontogeny
**Source:** Genome Biol. 2008 Dec 19;9(12):R181. doi: 10.1186/gb-2008-9-12-r181
**Supplement:** Additional data file 2 — Relative expression values of transcripts present in one stage that were 'missing' in the following stage (that is, the list of probes in Figure 2c below the x-axis).

Supplemental Figure 1

How the deposited data were processed for this re-analysis (not part of the article)

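RNA from anthers at 6 stages (A1.0, A1.5, A2.0, Q, UM and BM) and from mature pollen (MP) was hybridized to 14 arrays, 4 samples per stage and 28 in all. Each array carried samples of different stages, one in Cy3 and the other in Cy5, and every stage had 2 samples in each dye. A stage and its replicate number were taken from the label that the authors gave each sample, and each sample was read from the channel of its own dye.

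The authors deposited the spot intensities of each array as written by Feature Extraction 9.5.1.1, with the processed signal on a linear scale after background subtraction, spatial detrending and lowess dye normalization within the array. The raw spot means, the local background medians and the flags of each spot, which take the values 0 and 1, are in the same files. The paper's methods give Feature Extraction version 9.1. The authors also deposited values for the whole series on a log2 scale. Set against the processed signals, these were found to be a log2 of a log2: 2 to the power of the value is the log2 processed signal minus the median of all non-control probes of that channel. Probes at or below the median have no value there, 21017 per sample. The deposited copies of an array under its 2 samples held identical spots, and the number of columns of per-sample values not used was 0.

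A probe was called present in a stage when at least 3 of 4 signals were well above background at 99% confidence, as in the paper's methods, with spots marked as non-uniform or population outliers left out. Saturated spots, which the paper's methods leave out, were kept, and leaving them out was an alternative. Each of the 42034 non-control probes counted as 1 transcript. Relative expression values are the log2 of the processed signal over the median of the 30 spots of the spike-in control of that dye. They were averaged over the 4 samples of a stage after Grubbs' test at alpha 0.05, except that levels given with an SD are means of all 4 samples. Abundance classes were high from 8, medium from 1 and low below 1, and copies per pollen grain were taken as 100 at a value of 0. Clustering by k-means (Hartigan-Wong, 60 clusters, 150 iterations, 10 starts) used stage means minus A1.0, with -3 where a probe was not present.

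Changes between adjacent stages were fitted in R 4.3.3 with limma 3.58.1 and statmod 1.5.0 as a separate-channel analysis. The design had a coefficient per stage and the dye as covariate, with the array entered through an intraspot correlation of 0.2334. It left 20 residual degrees of freedom, to which the prior added 5.922. The 25080 probes present in at least 1 stage were tested, p values were adjusted by Benjamini and Hochberg within each comparison, and a call needed an adjusted p under 0.05 and a change of at least 1. Numbers of probes well above background per sample were compared with exact two-sided permutation tests over all 70 assignments and adjusted over the 6 comparisons. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The fit was tested on simulated data: a log2 step of 2 added to 200 probes from A2.0 to Q was called for 157 of them, with 6 unchanged probes called.

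The depth of an array is given by its signal over background, with a mean of 22493 probes per sample well above background at A1.0 and 11716 in pollen. No counting interval applies to array signals, and the 4 samples per stage limit the precision.

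The presence rules, sets of stages, tests and classes, and a first set of alternatives, were fixed before the data were examined. The alternatives covered the presence rule (4 of 4 or 2 of 4 signals, positive and significant flag, outlier spots kept, saturated spots left out, 1 count per target name and strand, each replicate left out), the scale (median of all probes or of the probes well above background set to 0, the authors' deposited log2 values, normexp background correction with an offset of 50 followed by loess and Aquantile normalization) and the fit (without the array, log ratios within arrays, scan day as a block, replicate number as a block, all non-control probes, adjusted p alone, each sample left out). They also covered the number of clusters, the tolerance and the seed of the clustering. The scale raised to that of Table S1, the value of at least 0 on that scale, outlier spots kept in the numbers per sample, the limits for zm_13342 and zm_40370, the limit for ZmMADS3 in pollen with the median of each channel set to 0, and the blocks combined with the median of each channel set to 0 were chosen after the data were seen.

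The rule for naming probes, set beforehand, was to take those the paper names and, for each comparison of adjacent stages, the 2 probes with the largest rise and the 2 with the largest fall among called probes that were well above background and unsaturated in all 8 channels. Not all of these are printed in the text, and those from BM to pollen are not. Outside the rule, zm_11462 is named, chosen after its values were seen. Gene families were taken by words in the deposited probe descriptions. Of the 39174 target names, 2 were found in the reference annotation with 49888 genes, so the names of the files were used and no coordinates are given. Table S1 was held for its first 1920 of 24177 rows, of which 1869 matched a probe by name and strand, and the other tables of that file were held as headers alone, so that no overlap with the gene lists of the paper was computed. The measurements by quantitative PCR were not analysed here.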

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

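A sample was picked out when its gap to the nearest of the other 3 samples of its stage, divided by the range of the stage, was above the critical value of Dixon's test for 4 samples. Chance picks out about 1 group in 20, or about 3.1 of the 63 groups looked at, and 5 were found. The low correlation at BM had been seen before the tests were listed. The tests of the scan day in this part, the test of a larger amount of spike-in, and the test of the pollen on the array of the fourth BM sample alone were chosen only after the result was seen.

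The fourth BM sample correlated less with the other BM samples than they did with each other. Its mean correlation with them was 0.8578, against 0.9321 to 0.9415 for the others, a gap of 0.888 of the range. Scan day is excluded as the cause, since its mean correlation with the 2 BM samples scanned on the same day was 0.857 over 19681 probes, while those had 0.975 with each other. Dye normalization within the array is excluded as well, with a mean correlation of 0.876 before it against 0.971 to 0.986 among the others. Signal from pollen in the other dye, as a property of all arrays with pollen, cannot be told apart from other explanations: the correlation of the deviations with pollen minus the stage was positive in all 4 channels that shared an array with pollen (0.262, 0.245, 0.139 and 0.661), but under the 0.3 set beforehand in 3 of them. For that array alone it stays open as well: the deviations of its 2 samples correlated at 0.197, above the other pollen arrays (up to 0.115), but 4 of the 10 arrays without pollen were higher, up to 0.337. Anthers of an earlier stage are argued against by a correlation of -0.111 with UM minus BM. The deviation correlated at 0.661 with pollen minus BM, so that anthers of a later stage or more pollen RNA in this sample is a candidate explanation, found and tested on the same data.

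The fourth Q sample had a median relative expression value over the probes present at Q of -0.69, against -0.03, -0.07 and -0.05 for the other Q samples, a gap of 0.942 of the range. Without it, 1040 probes were called lower from A2.0 to Q on the spike-in scale, against 3047 with it. It lay 0.62 below the Q sample of the same scan day (difference -0.62), which argues against the scan day. Before dye normalization, 90.8% of its difference from the Q sample with the same dye was already there, -0.58 of -0.64, which argues against that step. A larger amount of spike-in in this sample cannot be told apart from a lower signal of the present probes: over all probes, its median over the spike-in differed from the other samples by -0.27, in the direction that more spike-in would give but by less than over the present probes. Anthers of an earlier stage are argued against by a correlation of its deviation of -0.277 with A2.0 minus Q, which has the opposite sign. Anthers of a later stage stay open: the correlation with UM minus Q was 0.187, under the 0.3 set beforehand but positive. No other biological explanation was tested.

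The third A1.0 sample correlated more with the other A1.0 samples than they did with each other, with a mean correlation of 0.96 against 0.949 to 0.9496 and a gap of 0.952 of the range. The scan day is argued against, since its lowest correlation with A1.0 samples scanned on another day was 0.956, above the highest among the others (0.946). The difference is small, and no biological explanation was tested.

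The second A1.5 sample had a lower log2 spike-in signal, 9.7104 against 9.8997 to 9.9289, a gap of 0.866 of the range. The median signal of all its probes was lower as well, by -0.36 on the log2 scale, against -0.1 to 0.13 in the other samples. A dimmer channel as a whole is a candidate explanation, and division by the spike-in removes a change shared by both. No biological explanation was tested.

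Probe zm_40357 had a value of -1.1037 in the first A1.0 sample, against -0.6157 to -0.5457 in the others, a gap of 0.875 of the range. A shift of all probes in this sample is argued against, since the gap was still 0.841 of the range after the median of each channel was set to 0. A value of 1 probe in 1 sample gives no further test, and what else could lie behind it stays open.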

How the results depend on the processing

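The alternatives called added below were chosen after the data were seen, and all others before the data were examined. Counts are called unchanged when they stayed within 1.5 times their value.

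For the numbers of probes present, 79 values under the alternatives were unchanged and 1 moved, and for the sets of stages 293 were unchanged and 37 moved. Leaving out saturated spots, keeping outlier spots or counting each target once moved none of these sets. With the flag for positive and significant signals, 18325 probes were present in pollen, 17200 early, late and in pollen, 18018 in pollen and at least 1 anther stage, and 15060 in pollen and all 6. A1.0 then had 231 stage-specific probes, A1.5 had 1569 new and 1188 lost, A2.0 had 1184 new, and Q had 64 specific and 593 new, while 338 followed Figure 4a and 559 Figure 4b. With 4 of 4 signals there were 3177 probes present only early, 334 specific to A1.5, 64 specific and 600 new at Q, 171 specific, 1026 new and 1888 lost at UM, and 2209 new at BM. Figure 4b then had 1660, Figure 4c 65, Figure 4d 166 and the expanded valley 365. With 2 of 4 signals, 199 were specific to A1.0 and 144 to A1.5. The cause was not tested.

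With a mean of at least 0 required for a probe to be on, Figure 4a had 1126 probes, 4b 1995, 4c 45, 4d 121, 4f with UM present 18 and the expanded valley 387. On the scale of Table S1 (added), Figure 4b had 1913, 4d 172, 4f with UM present 17 and the expanded valley 538. Fewer probes can be on under this rule, and the cause was otherwise not tested.

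With 1 replicate of every stage left out and 2 of 3 signals required, the lowest and highest values were 165 (without the third) and 289 (without the second) for pollen alone, 149 and 255 for those specific to A1.0, 137 and 300 for those specific to A1.5, 565 and 1134 for A1.5 new, 682 and 942 for A1.5 lost, 134 and 361 for A2.0 specific, 624 and 1090 for A2.0 new, 619 and 1290 for A2.0 lost, 303 and 546 for Q new, 207 and 607 for UM specific, 247 and 654 for BM specific, 611 and 1648 for BM new, and 1273 and 2780 for Q and UM lost at BM. For the pattern of Figure 4e they were 577 and 1174. The meiotic valley had 48 and 115 without UM and 61 and 111 with it, and the expanded valley had 73 and 268.

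The differences in probes well above background per sample from A2.0 to Q and in the 3 later comparisons kept their direction under every alternative run. Those between the first 3 stages did not. The difference of A1.5 minus A1.0 ran from -199.333 without the third A1.5 sample to 662.833 without the third A1.0 sample, and that of A2.0 minus A1.5 from -355.833 without the first A2.0 sample to 466.333 without the third A1.5 sample. Together these differences reversed in 7 cases, each within 1 SD of its value with all samples.

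Changes called by limma were unchanged in 12 of 12 numbers each when the adjusted p alone was used, when all non-control probes were tested, and without the array. The numbers from A1.0 to A1.5 were 0 throughout. With the median of each channel set to 0, falls were 240 from A1.5 to A2.0, rises and falls were 281 and 504 from A2.0 to Q, 765 and 598 from Q to UM, and 5477 and 8164 from BM to pollen. The deposited log2 values, which leave 10788 probes to test, gave 57 and 30 from A1.5 to A2.0, 98 falls from A2.0 to Q, 116 falls from Q to UM, 1618 and 1908 from UM to BM, and 2011 and 4823 from BM to pollen. Log ratios within arrays gave 35 and 60 from A1.5 to A2.0, 25 and 460 from A2.0 to Q, and 44 and 22 from Q to UM. After normexp correction there were 134 rises and 156 falls from A2.0 to Q, 138 falls from Q to UM, 2062 and 1593 from UM to BM, and 1992 and 1982 from BM to pollen. With the scan day as a block, 45 and 1441 were called from A2.0 to Q and 137 and 421 from Q to UM. The scan day with the median set to 0 (added) gave 251 falls from A1.5 to A2.0, 332 falls from A2.0 to Q, 759 and 405 from Q to UM, and 5495 and 7991 from BM to pollen. Apart from the smaller number of probes tested with the deposited values, the cause was not tested.

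Over 84 pairs with the same replicate number, the median correlation of the deviations from the stage was 0.06. The correlations ran from -0.158 to 0.671, with 30 over 0.1. Between A1.0 and Q, each such pair was over 0.1 (0.242, 0.671, 0.14 and 0.199). Taken over all stages, replicate numbers do not pair the samples. As a replicate block, they gave 105 rises and 148 falls from A1.5 to A2.0, 166 and 2990 from A2.0 to Q, 351 and 1145 from Q to UM, 4717 and 3553 from UM to BM, 767 and 17362 from BM to pollen, and 0 from A1.0 to A1.5. The block with the median set to 0 (added) gave 248 falls from A1.5 to A2.0, 318 and 638 from A2.0 to Q, 774 and 587 from Q to UM, and 5466 and 8226 from BM to pollen.

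With each sample left out in turn, rises from A1.5 to A2.0 numbered 33 (without the second A2.0 sample) to 119 (without the first), and falls 75 (without the third A1.5 sample) to 156 (without the first A2.0 sample). From A2.0 to Q, rises numbered 47 (without the first A2.0 sample) to 167 (without the first Q sample), and falls 1040 (without the fourth Q sample) to 3714 (without the first). From Q to UM, rises numbered 33 (without the first UM sample) to 920 (without the third), and falls 84 (without the first) to 3440 (without the fourth). The numbers from UM to BM (rises 4126 to 5903, falls 2699 to 3952) and from BM to pollen (603 to 1099, 16601 to 17754) moved less.

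The share of lost probes called lower was 10.29% at A2.0, 8.755% at Q, 26.09% at UM, 51.39% at BM and 63.07% in pollen with the median of each channel set to 0. After normexp correction it was 1.559%, 0.2533%, 0.4658%, 6.198% and 8.224%. The shares that fell by at least 1 after it were 1.767%, 0.3618%, 0.4658%, 6.365% and 8.308%, so that the size limit set them. The deposited log2 values gave 0.0% of 3 lost probes at Q, 75% of 4 at BM and 78.24% in pollen. A value of at least 0 on the scale of Table S1 (added) was held by 29.07% of the probes lost at A1.5, 39.4% at A2.0, 57.45% at Q, 54.35% at UM and 39.77% at BM. The cause was otherwise not tested.

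Of the abundance classes, 8 values moved and 5 were unchanged with the median of the probes well above background set to 0, and all 13 moved on each other scale tried. With the median of each channel set to 0, the high class held 212, 227, 248, 252, 259, 421 and 679 probes from A1.0 to pollen, and pollen had 10042 medium and 4 low, with medium shares of 77.61% to Q, 78.4% at UM and BM and 93.63% in pollen, and 6.331% high in pollen. The deposited log2 values gave 213, 226, 247, 252, 259, 405 and 685 high, 10038 medium and 2 low, and 78.66%, 81.45%, 93.59% and 6.387%. With the median of the probes well above background set to 0, the high class held 28 at UM, 62 at BM and 131 in pollen, with 3472 medium in pollen and 34.85%, 34.77%, 32.37% and 1.221%. On the scale of Table S1 (added), it held 193, 208, 232, 143, 107, 229 and 225, with 5462 medium and 5038 low in pollen and 73.57%, 63.77%, 50.93% and 2.098%. Leaving out saturated spots gave 0.2334% high in pollen. A change of reference shifts all probes of a sample across fixed class limits. By the same construction, the medians of relative expression moved, to 2.498, 2.472, 2.451, 2.727, 2.498, 2.611 and 3.467 from A1.0 to pollen with the channel median set to 0, to 2.66, 2.655, 2.644, 2.773, 2.693, 2.698 and 3.483 with the deposited values, and to 7.048, 7.049, 7.054, 7.181, 7.044, 7.188 and 7.96 after normexp correction.

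The number of constitutive probes by k-means was unchanged with 40 or 80 clusters or another seed, although with another seed 1545 of the 2781 probes were shared, and became 1519 with the centre within 0.25, 9619 within 1 and 1192 on the scale of Table S1 (added). A narrower or wider tolerance selects fewer or more clusters.

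For the named probes, 311 values under the alternatives kept direction and side of the threshold, 54 kept the direction and lost the call, and 7 reversed, all from BM to pollen. ZmMADS1 changed by 0.24 and ZmMADS3 by 0.12 with the channel median set to 0, and zm_13342 by 0.62, with adjusted p of 0.40, 0.68 and 0.14, so that no opposite change was called on this scale. After normexp correction the changes were 0.24, 0.61 and 0.12. With the deposited values, ZmMADS1 changed by 0.27. The signal of ZmMADS3 in pollen and that of zm_13342 at BM and in pollen are not well above background, which limits what their change can show. The lower limit of the log2 difference of ZmMADS3 from pollen went from 5.69 to 3.51 at A1.0, from 4.01 to 2.64 at UM and from 0.94 to -0.69 at BM with the channel median set to 0 (added), so that on this scale it bounds no difference between BM and pollen. The cause was not tested.

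For the gene families, 189 counts were unchanged and 27 moved, 11 of them with the flag for positive and significant signals.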

Differences from the paper's values

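Each value below is from the files as analysed here, beside the paper's value. The alternatives named were set before the data were examined, except the scale of Table S1, which was chosen after seeing the values.

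Of the probes present at Q and UM, 1992 were lost at BM here, and the paper's value is about 600. All alternative presence rules gave over 1.5 times the paper's value, with 1273 the lowest, when the third replicate was left out.

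Of the probes present at A2.0 and lost at Q, 1736 were present again at UM or BM, while the paper's value for transcripts re-expressed after meiosis is 66. Under the alternative rules the number was 1291 to 2361, so that none reached the paper's value. The paper's value is that of its valley pattern, for which the number here is 71.

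Pollen had 35 probes of high abundance on the spike-in scale, 225 on the scale of Table S1, chosen after seeing the values, and 237 in the paper. None of the alternatives set before gave a value within 1.5 times the paper's: 679 with the median of each channel set to 0, 685 with the deposited log2 values, 131 with the median of the probes well above background set to 0, 35 with Grubbs outliers kept and 25 with saturated spots left out.

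The medium class in pollen held 1932 probes, 5462 on the scale of Table S1, chosen after seeing the values, and the paper's value is 5547. The alternatives set before did not come within 1.5 times it (10042, 10038, 3472, 1929 and 1928 in the same order as above, the channel median first and the deposited values next).

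The low class held 8758 probes, 5038 on the scale of Table S1, chosen after seeing the values, and the paper's value is 4762. With the median of the probes well above background set to 0, the number was 7122, within 1.5 times the paper's. The others gave 4, 2, 8761 and 8758.

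High abundance made up 0.3263% of the pollen probes, 2.098% on the scale of Table S1, chosen after seeing the values, and the paper's value is 2.2%. None of the alternatives set before came within 1.5 times it.

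Medium abundance made up a mean of 32.68% from A1.0 to Q, 25.23% at UM and BM and 18.01% in pollen. On the scale of Table S1, chosen after seeing the values, these were 73.57%, 63.77% and 50.93%, and the paper's values are 73%, 65% and 53%. For the first 2, the median of each channel set to 0 (77.61% and 78.4%) and the deposited log2 values (78.66% and 81.45%) are within 1.5 times the paper's, and the median of the probes well above background, Grubbs outliers kept and saturated spots left out are not. For pollen no alternative set before is.

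Copies per pollen grain at the mean of the class were 29400 for the high class and 36.6 for the low class. The scale of Table S1, chosen after seeing the values, gave 64600 and 106, and the paper's values are 64702 and 109. Grubbs outliers kept and saturated spots left out did not close the gap.

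The paper's value for the share of lost transcripts at or above the median is 75% in 3 of 5 comparisons. The third-highest share here was 2.019%, and 39.77% as a value of at least 0 on the scale of Table S1, chosen after seeing the values. No alternative reached the paper's value.

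By their descriptions, 610 probes were zinc finger probes and 110 were MADS probes, 50 of them present in at least 1 stage. The paper's values are 281 and 49. The paper's lists were not held, and no alternative to the match by description was set.

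The paper states that zm_13342 and zm_40357 were expressed only during meiosis. Both were present at A1.0 and A1.5 as well, with means of all 4 samples of -0.80 and -0.72 at A1.0.

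The paper states that no MADS probe was specific to pollen. Here 1 of 110 was, zm_11462, and under 4 of 4 or 2 of 4 signals, or without the first, the third or the fourth replicate, the number was 0.

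The paper gives ZmMADS1 a medium level throughout. In pollen its value was 0.49 on the spike-in scale, below the limit of the medium class, and 2.83 on the scale of Table S1, chosen after seeing the values.

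The paper states that the share of medium abundance declines after meiosis and that of low abundance grows. With the median of each channel set to 0, the medium share was 93.63% in pollen and 77.61% up to Q, the opposite order, and with the median of the probes well above background set to 0 it was 32.37% and 34.85%. On the spike-in scale and that of Table S1, chosen after seeing the values, it declined. The held rows of Table S1 follow the spike-in scale with a nearly constant step added, and not a scale with a median set to 0.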

Other observations

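The scan day test for the channels hybridized with pollen, and the comparison within the same dye beside it, were chosen only after the result was seen. The other tests in this part were set before.

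In each comparison of adjacent stages, the 8 samples were also split into 4 and 4 in all 35 ways, with limma run on each split. From A1.5 to A2.0, from A2.0 to Q, from UM to BM and from BM to pollen, the real split gave the most changed probes. This share of 1 of 35 is the smallest that the splits allow. It argues against chance for each of these comparisons taken alone, with no adjustment for their number. Other splits still gave up to 3547 changed probes from UM to BM and up to 12972 from BM to pollen. From A1.0 to A1.5, 0 probes changed, so that all 35 splits had to give as many, and the splits decide nothing. From Q to UM, 2 of 35 splits gave as many as the real one, and chance cannot be excluded: the real split gave 1393 changed probes and another gave 4698. That split exchanges the fourth Q sample and the fourth UM sample. With the median of each channel set to 0, the numbers were 1338 and 1411, and the larger split exchanges the fourth Q sample and the third UM sample. No other split follows the scan day exactly.

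Of the 4 anther samples that shared an array with pollen, all 4 had a median of all probes nearer the spike-in than the other 3 samples of their stage, a chance share of 0.0039 for such a set. The differences were 0.43 at A1.0, 0.37 at Q, 1.16 at UM and 0.29 at BM, with a mean of 0.56. Scan day is argued against as the whole cause, since against samples of the same stage scanned on the same day the mean difference was 0.59 (0.48 at Q, 1.09 at UM and 0.20 at BM). Dye normalization within the array could contribute. Before it, the mean difference was 0.13, or 23.4% of that after it, but the samples went both ways (0.83, 1.06, -0.53 and -0.85) with dyes mixed. Against samples of the same dye the mean was 0.17 before and 0.59 after it, and 2 of the 4 kept most of their difference. Dye normalization and an effect of the array partner therefore cannot be told apart with 4 samples. No biological explanation was tested.

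Of the 1736 probes lost at Q and present again later, 86.23% had 1 or 2 of 4 Q signals well above background, which fits signals near the presence cutoff as a candidate explanation for most of them. For 239 no Q signal was well above background, and 38 had 4 signals at A2.0, none at Q and 4 at UM or BM. A lower signal of all probes at Q could not be told apart from a change of these probes: 29.72% fell by at least 1 on the spike-in scale and 8.468% with the median of each channel set to 0, with median changes of -0.79 and -0.27. A biological change at Q stays open.

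Of the 885 probes present only at BM among the anther stages, 478 (54.01%) were present in pollen, against 244 of 862 (28.31%) first present at Q or UM, a difference of 25.7 percentage points. For comparison, 9745 of 23075 probes present early (42.23%) were present in pollen. This is consistent with transcripts of the developing pollen in the BM anther, as a hypothesis found and tested on the same data. The share was 69.33% with 4 of 4 BM signals and 31.67% with 3 of 4, a difference of 37.7 points. Presence in pollen needs signals above a cutoff too, so brighter probes would give this under either explanation. Signals near the presence cutoff therefore stay open. Among the BM signals were those of the fourth BM sample, whose deviation correlated at 0.661 with pollen minus BM.

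For the genes that the paper measured by quantitative PCR, the array values are as follows. The plus-strand probes of all genes it lists as constitutive were present at all 6 anther stages, and TC282584 was not present in pollen. Over all samples of a stage, TC288042 had means of 6.06, 5.73, 6.05, 6.22, 6.88, 6.81 and 6.18 from A1.0 to pollen on its plus strand, and its minus-strand probe was present at no anther stage. The plus-strand probes of the genes it lists as on early were present at A1.0 and A1.5 and not at Q. At A2.0, TC283453, TC303407 and TC307848 were present as well. TC293337 had a mean of -0.09 at UM and 3.00 at BM.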
